# Sox13 and M2-like leukemia-associated macrophages contribute to endogenous IL-34 caused accelerated progression of acute myeloid leukemia

**DOI:** 10.1038/s41419-023-05822-z

**Published:** 2023-05-06

**Authors:** Dongyue Zhang, Xiaoxi Cui, Yifei Li, Rong Wang, Hao Wang, Yibo Dai, Qian Ren, Lina Wang, Guoguang Zheng

**Keywords:** Cancer stem cells, Interleukins, Acute myeloid leukaemia, Cancer models, Cancer microenvironment

## Abstract

Interleukin 34 (IL-34) mainly plays physiologic and pathologic roles through the sophisticated multi-ligand signaling system, macrophage colony-stimulating factor (M-CSF, CSF-1)/IL-34-CSF-1R axis, which exhibits functional redundancy, tissue-restriction and diversity. This axis is vital for the survival, differentiation and function of monocytic lineage cells and plays pathologic roles in a broad range of diseases. However, the role of IL-34 in leukemia has not been established. Here MLL-AF9 induced mouse acute myeloid leukemia (AML) model overexpressing IL-34 (MA9-IL-34) was used to explore its role in AML. MA9-IL-34 mice exhibited accelerated disease progression and short survival time with significant subcutaneous infiltration of AML cells. MA9-IL-34 cells showed increased proliferation. In vitro colony forming assays and limiting dilution transplantation experiments demonstrated that MA9-IL-34 cells had elevated leukemia stem cell (LSC) levels. Gene expression microarray analysis revealed a panel of differential expressed genes including Sex-determining region Y (SRY)-box 13 (Sox13). Furthermore, a positive correlation between the expressions of IL-34 and Sox13 was detected human datasets. Knockdown of Sox13 rescued the enhanced proliferation, high LSC level and subcutaneous infiltration in MA9-IL-34 cells. Moreover, more leukemia-associated macrophages (LAMs) were detected in MA9-IL-34 microenvironment. Additionally, those LAMs showed M2-like phenotype since they expressed high level of M2-associated genes and had attenuated phagocytic potential, suggesting that LAMs should also contribute to IL-34 caused adverse phenotypes. Therefore, our findings uncover the intrinsic and microenvironmental mechanisms of IL-34 in AML and broadens the knowledge of M-CSF/IL-34-CSF-1R axis in malignancies.

## Introduction

Acute myeloid leukemia (AML) is the most common type of acute leukemia in adults [1]. Although clinical treatment has been greatly improved, most AML patients eventually experience relapse and death. As a highly heterogeneous disease, both intrinsic and microenvironmental abnormalities participate in the transformation, progression and relapse of AML [2–4]. Elucidating the mechanisms causing adverse phenotypes of AML including exuberant proliferation [5], more leukemia stem cells (LSCs) [6, 7], massive extramedullary dissemination [2], etc. will provide clues for better outcome.

Interleukin-34 (IL-34) was first identified as another ligand for colony stimulating factor-1 (CSF-1, also known as macrophage colony-stimulating factor, M-CSF) receptor (CSF-1R, CD115) [8]. Although protein-tyrosine phosphatase (PTP)-ζ and Syndecan-1 are also identified as IL-34 receptors [9], much attention has been paid to CSF-1R [10]. Binding of IL-34 to CSF-1R promotes the proliferation and differentiation of monocytes and macrophages [8, 11], whereas IL-34 deficiency results in the decrease of Langerhans cells and microglias but not monocytes or macrophages [12] owing to the redundancy in the M-CSF/IL-34-CSF-1R axis. This axis also plays pathologic roles in a broad range of diseases [13]. Abnormal expression of M-CSF isoforms, resulted from alternative splicing and posttranslational modifications [14], and IL-34 was reported in various types of malignancies [15–17]. Both intrinsic and microenvironmental mechanisms have been proposed for this axis in malignancies. Specifically, high level IL-34 not only promotes the proliferation, invasion and chemoresistance of cancer cells [16, 17], but also reprograms tumor associated macrophages (TAMs) to acquire a specific phenotype affecting tumor progression [18]. However, IL-34 lacks sequence similarity with M-CSF [11]. M-CSF and IL-34 have differences at steady state and in diseases [13, 19]. Even different isoforms of M-CSF may have diverse pathologic roles in leukemia [20, 21]. These facts reveal the complexity of this axis. Until now, the role of IL-34 in leukemia, especially on LSCs, remains unknown.

Sex-determining region Y (SRY)-box 13 (Sox13), a member of the SRY-related high mobility group (HMG) box (SOX) proteins, plays essential roles in embryonic development, cell fate decision and cancer development [22]. Sox13 promotes the proliferation, migration and metastasis of cancer cells through different mechanisms [23–26]. Recent evidence demonstrated that Sox13 maintained stem-like properties in hepatocellular carcinoma [27]. However, little is known about its pathologic roles in blood diseases. Furthermore, the link between IL-34 and Sox13 have not been established.

In this study, MLL-AF9 induced mouse AML model overexpressing IL-34 was used to explore the role of IL-34 in AML. Overexpression of IL-34 in AML cells accelerates AML progression by promoting cell proliferation and elevating LSC frequency. Furthermore, Sox13 contributes to the pro-leukemic effects in AML cells overexpressing IL-34. Moreover, increased infiltration of M2-like leukemia-associated macrophages (LAMs) with attenuated phagocytic potential may also contribute to the accelerated progression.

## Materials and methods

### Mouse AML models

The establishment of mouse AML model overexpressing IL-34 is shown in Fig. 1A. Briefly, GFP^+^ AML cells were sorted from MLL-AF9 induced AML mice [28, 29] and infected with blank (pMSCV-PGK-BFP) or IL-34 (pMSCV-IL-34-PGK-BFP) retrovirus. The GFP^+^BFP^+^ leukemia cells, named MA9 and MA9-IL-34 cells, were sorted and transplanted into C57BL/6 J mice by tail intravenous injection to establish MA9 and MA9-IL-34 mice.

**Fig. 1:**
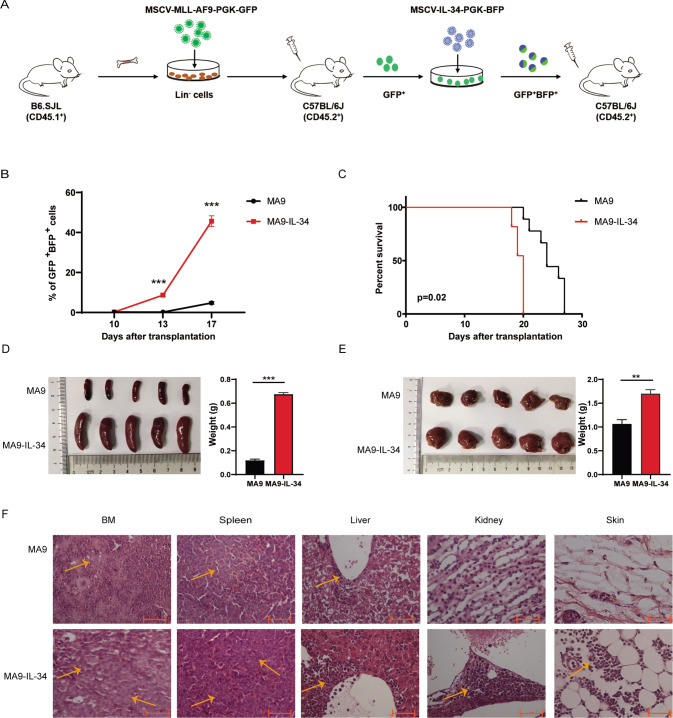
Overexpression of IL-34 accelerated AML progression. **A** Schematic overview showing the establishment of the MA9 and MA9-IL-34 mouse AML models. **B**–**F** 1 × 10^5^ GFP^+^BFP^+^ cells were transplanted into recipient mice and the progression of AML was studied. **B** The PB leukemia cell levels were monitored at indicated time points (*n* = 4). **C** The survival of AML mice is shown in Kaplan-Meier curves (MA9, *n* = 10; MA9-IL-34, *n* = 11). **D**–**E** The size and weight of spleens (**D**) and livers (**E**) on day 17 are shown. **F** The HE-stained sections of BM, spleen, liver, kidney and skin were examined under a light microscope. Scale bars: 50μm. Data are presented as mean ± S.E.M. Unpaired Student’s *t* test and Kaplan–Meier estimates were used. **p < 0.01, ***p < 0.001.

To knockdown (KD) Sox13 in MA9-IL-34 cells, validated small hairpin (shRNA) lentivirus targeting mouse Sox13 (the sequences is 5’CCGGGGATGTCAAAGGGACC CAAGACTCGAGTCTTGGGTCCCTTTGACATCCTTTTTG3’) was constructed using pLKO.1-puro-mcherry vector by IBSBIO technology Inc. MA9-IL-34 cells were infected with scramble (pLKO.1-S-sc) or KD (pLKO.1-S-sh1) lentivirus. The GFP^+^BFP^+^RFP^+^ cells, named IL-34-S-sc and IL-34-S-sh1 cells, were sorted and transplanted into C57BL/6 J mice to establish IL-34-S-sc and IL-34-S-sh1 mice.

### Cell cycle and apoptosis assays

In Ki-67 assays, 1 × 10^6^ AML cells were sorted, fixed and permeabilized by Cytofix/Cytoperm™ Fixation/Permeabilization Solution Kit (BD, San Jose, CA). Then, the cells were stained with PE-conjugated Ki-67 for 30 min. Hoechst 33342 was added before flow cytometry analysis.

In BrdU incorporation assays, AML mice were intraperitoneally injected with 200 μl BrdU (10 mg/ml). 3 × 10^6^ AML cells were sorted 16 h later and stained with a Pharmingen TM APC BrdU Flow Kit (BD, San Jose, CA) following the manufacturer’s protocols before flow cytometry analysis.

In apoptosis assays, single cell suspension was prepared with Annexin V binding buffer and incubated with APC-conjugated Annexin V antibody for 15 min in the dark. Then, PI (500 μg/ml) was added and cells were detected by flow cytometry.

### Colony forming assay

Cells were sorted and resuspended in M3434 complete medium. Five hundred cells in 500 μl were plated into 24-well plate. After seven days, colonies were scanned and counted by a high-content analysis system (PerkinElmer, UK). The colonies were divided into three types according to their morphology: the type A colonies have a dense center and smooth edge; the type B colonies have a compact center and unsmooth edge with migrating cells; the type C colonies have relatively loose structure.

### Limiting-dilution transplantation

After sorting, 5 × 10^2^ to 5 × 10^4^ MA9 or MA9-IL-34 cells were transplanted into C57BL/6 J mice. The survival of the mice was recorded. The frequency of LSCs was calculated using extreme limiting dilution analysis (ELDA) online software.

### Gene expression microarray

The MA9-c-Kit^-^, MA9-c-Kit^+^ and MA9-IL-34 AML cells were sorted by flow cytometry. Microarrays were completed following standard protocols in Shanghai Majorbio Biopharm Technology (China). Standard analyses were performed by the online Majorbio Cloud Platform. Fold change (FC) ≥ 2.0 and *p* adjust <0.05 were used as the cutoff for screening differentially expressed genes (DEGs).

### Statistical analysis

All experiments were repeated two to three times. The results were represented as means ± S.E.M. GraphPad Prism 8.0 (GraphPad Software, CA) were used for data analysis. When parameters followed Gaussian distribution, unpaired Student’s *t* test was used for comparisons between two groups, whereas one-way ANOVA was used for comparisons among multiple groups. Kaplan–Meier estimates were used for survival curves. ELDA was used for the limiting-dilution transplantation experiments. *P* < 0.05 was considered statistically significant.

## Results

### MA9-IL-34 cells cause accelerated AML progression

To study the role of IL-34 in AML progression, the MLL-AF9 induced AML model overexpressing IL-34 was established (Fig. 1A). The expression of IL-34 was verified by qRT-PCR, Western blot and ELISA (Figs. S1A-C, S2A-B). Both MA9 and MA9-IL-34 cells were GFP^+^BFP^+^CD3^-^CD19^-^CD11b^+^Gr-1^+^ (Fig. S1D). The expression of IL-34 receptors was also studied. CD115 was detectable at mRNA and protein levels, Syndecan-1 was detectable at mRNA level whereas PTP-ζ was undetectable (Fig. S1E, F). Wright staining showed that MA9-IL-34 cells had larger nucleoli, less but darker cytoplasm than MA9 cells (Figure S1G). MA9-IL-34 mice exhibited higher levels of PB leukemia cells since day 13 (Fig. 1B) and shorter survival times than MA9 mice (Fig. 1C). Hepatosplenomegaly was more severe in MA9-IL-34 mice than MA9 mice on day 17 (Fig. 1D, E). Furthermore, pathologic analysis showed that more infiltrating AML cells were observed in tissues from MA9-IL-34 mice than MA9 mice. Interestingly, subcutaneous infiltration of AML cells was observed in MA9-IL-34 mice (Fig. 1F, Fig. S1H). These results suggested that overexpression of IL-34 in AML cells accelerated AML progression.

### Characteristics of MA9-IL-34 cells

To explore the mechanism leading to the accelerated AML progression, the characteristics of AML cells were first studied. BrdU assay showed that more S and G2/M phase but fewer G0/G1 phase cells were detected in MA9-IL-34 cells than MA9 cells (Fig. 2A). The apoptotic rate between two groups had no significant difference (Fig. 2B). Colony forming potential partly reflects the LSC level, which is associated with poor prognosis in AML. The in vitro colony forming experiments demonstrated that MA9-IL-34 cells formed more colonies than MA9 cells in both primary and secondary plating experiments (Fig. 2C, D). There are three types of colonies (Figure S3) [3, 30]. MA9-IL-34 cells formed more type A and type B colonies than MA9 cells in primary plating experiment. Similar results were also obtained in secondary plating experiments (Fig. 2C, D). Limiting dilution transplantation experiments were used to analyze LSC frequency. 5 × 10^4^ or 5 × 10^3^ cells caused 100% death in both groups. 5 × 10^2^ cells caused 80% death in MA9-IL-34 group but 40% in MA9 group (Fig. 2E). The LSC level in MA9-IL-34 cells was approximately 2-fold higher than that in MA9 cells (Fig. 2F). The expression of c-Kit, an important marker of LSCs, was detected by flow cytometry. More than 90% MA9-IL-34 cells whereas approximately half MA9 cells were c-Kit^+^ (Fig. 2G). Equal numbers of MA9-c-Kit^-^, MA9-c-Kit^+^ and MA9-IL-34 cells were sorted and transplanted into recipient mice. As expected, MA9-IL-34 mice had the shortest survival time (Fig. 2H). Taken together, AML cells overexpressing IL-34 have enhanced proliferation and elevated LSC frequency, which contribute to the accelerated AML progression.

**Fig. 2:**
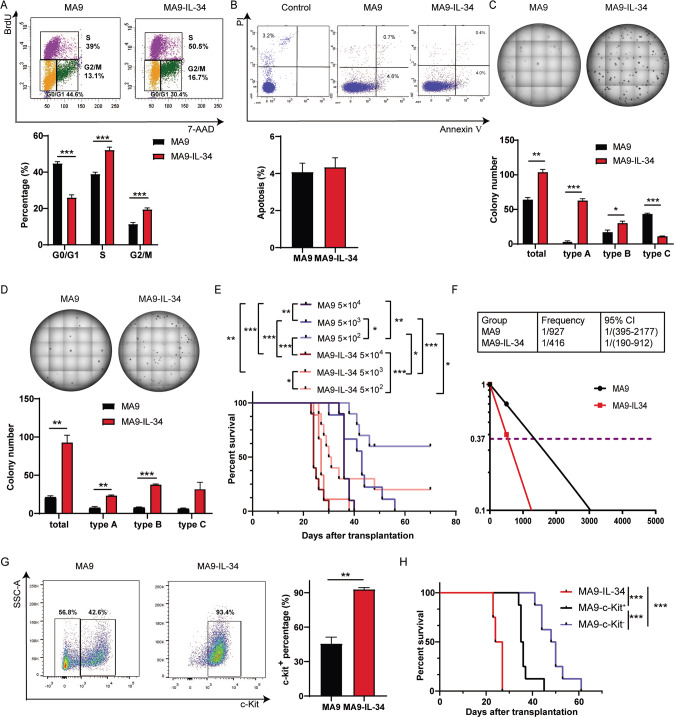
The characteristics of MA9-IL-34 cells. **A**–**D** The mice were transplanted with MA9 or MA9-IL-34 cells on day 0 and sacrificed on day 16. **A** Mice were sacrificed 16 h after intraperitoneal injection of 200 μg BrdU. Then assays were performed following standard protocols. The representative flow cytometric results are shown (upper), and the percentages of G0/G1-, S- and G2/M-phase AML cells are plotted (lower). **B** Annexin V and PI staining was performed following standard protocols. The representative flow cytometric results are shown (upper), and the percentage of apoptotic AML cells is plotted (lower). **C**–**D** Primary (**C**) and secondary (**D**) colony forming assays were performed when 500 AML cells in M3434 medium were seeded each well into 24-well plates and cultured for 7d. The representative results are shown (upper), and colony numbers are plotted (lower). **E**, **F** Different numbers of sorted AML cells (5 × 10^4^, 5 × 10^3^, 5 × 10^2^ for each group) were transplanted into recipient mice (*n* = 9 to 10 for each group). The survival of mice is shown in Kaplan–Meier curves (**E**). The frequency of LSCs was calculated using ELDA software (**F**). **G** AML cells were stained with c-Kit. The representative flow cytometric results are shown (left), and the percentage of c-Kit^+^ cells is plotted (right). **H** Equal numbers of sorted MA9-c-Kit^-^, MA9-c-Kit^+^ and MA9-IL-34 cells were transplanted into recipient mice. The survival of mice is shown in Kaplan–Meier curves (*n* = 8 for each group). Data are presented as mean ± S.E.M. Unpaired Student’s *t* test, one-way ANOVA tests and Kaplan–Meier estimates were used. *p < 0.05, **p < 0.01, ***p < 0.001.

### Identification of intrinsic molecules contributing to the pro-leukemic effects in MA9-IL-34 cells

MA9-c-Kit^−^, MA9-c-Kit^+^ and MA9-IL-34 cells were undergone expression microarray to screen intrinsic key molecules contributing to the accelerated disease progression. 

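Kit encodes the receptor that the sort was made on (ENSMUSG00000005672, chromosome 5 of GRCm38 from 75574916 to 75656722). It was at 108 ± 33.1 TPM in MA9-c-Kit+ cells (SD, n = 3), 2.33 ± 0.645 TPM in MA9-c-Kit- cells (SD, n = 3) and 105 ± 12.3 TPM in MA9-IL-34 cells (SD, n = 3). The log2 fold change of Kit between MA9-c-Kit+ and MA9-c-Kit- cells was 4.99 (standard error 0.24, adjusted p = 4.08e-06, limma with Benjamini-Hochberg adjustment), and between MA9-IL-34 and MA9-c-Kit+ cells its adjusted p was 0.993 (limma). Csf1r, the receptor of IL-34 and M-CSF, was at 334 ± 36.9 TPM in MA9-c-Kit- cells, 69.2 ± 62.7 TPM in MA9-c-Kit+ cells and 12.1 ± 2.22 TPM in MA9-IL-34 cells. Its fall between MA9-c-Kit+ and MA9-IL-34 cells (log2 fold change -2.06, standard error 0.50, adjusted p = 0.0262, limma) no longer passed the test without MA9-IL-34 replicate 1, 2 or 3. Among the MA9-c-Kit+ libraries, replicate 2 was at 141 TPM and the others at 40.8 and 25.6 TPM. The mouse gene Il34 was listed at 0 in the 6 libraries without the IL-34 retrovirus and at a mean of 0.117 ± 0.0208 TPM in MA9-IL-34 cells. The primers that the supplement lists for IL-34 are for the human gene, which values of mouse genes do not measure, so this value may not reflect the retroviral IL-34.
These values come from 9 libraries, 3 from each group. MA9 cells are mouse leukemia cells that carry the MLL-AF9 fusion and the blank retrovirus, and MA9-IL-34 cells carry the retrovirus with IL-34. Every difference of MA9-IL-34 cells may come from IL-34 or from a difference between the leukemia cells that were infected, which these groups cannot separate. The sample labels give total RNA from cells of mice on day 18 after the transplantation of 100000 cells, sequenced as TruSeq libraries, where the article's methods name a microarray and its data availability statement names bulk RNA-seq. They also name c-kit+ cells of MA9-IL-34 mice, where the article names sorted MA9-IL-34 cells. The column of MA9-c-Kit- replicate 3 lacks the minus sign in its name and was assigned by its number, since the other groups already had a replicate 3. Nothing in the labels or the article says that the replicates of a group came from separate mice, so the p-values measure only the spread between these samples, which may be technical. The deposited values keep no read counts, so the depth is unknown. Per library, 12577 to 12972 genes were at 1 TPM or more. Differences were tested on log2(TPM + 1) for the 13722 genes with at least 1 TPM in at least 3 libraries, a scale that understates the fold change of genes with low values.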

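Fn1, which encodes the matrix protein fibronectin, was among the 257 genes that differed in each of the 3 comparisons. Its level was 4484 ± 573 TPM in MA9-c-Kit- cells (SD, n = 3), 65.7 ± 27.8 TPM in MA9-c-Kit+ cells (SD, n = 3) and 2.06 ± 1.66 TPM in MA9-IL-34 cells (SD, n = 3). Between MA9-c-Kit+ and MA9-c-Kit- cells its log2 fold change was -6.14 (standard error 0.38, adjusted p = 1.15e-05, limma with Benjamini-Hochberg adjustment). Mmp8, the collagenase of neutrophils, was at 192 ± 26.0 TPM in MA9-c-Kit- cells and under 1 TPM in each library of the other groups. It was among the 1370 genes that differed in the 2 comparisons with MA9-c-Kit- cells but not between MA9-IL-34 and MA9-c-Kit+ cells. Mpo, the peroxidase of primary granules, belonged to the same part of the diagram with the opposite direction, at 96.1 ± 63.9 TPM in MA9-c-Kit- cells and 5509 ± 3431 TPM in MA9-c-Kit+ cells. Cd24a, a surface glycoprotein of immature blood cells, was among the 554 genes that differed in both comparisons of MA9-IL-34 cells only. It was at 9.14 ± 1.18 TPM in MA9-IL-34 cells, against 324 ± 124 TPM in MA9-c-Kit+ cells and 212 ± 46.7 TPM in MA9-c-Kit- cells.
In all, 3809 genes passed a fold change of at least 2 and an adjusted p under 0.05 (limma) in at least 1 comparison. Of these, 106 differed only between MA9-IL-34 and MA9-c-Kit+ cells, 1116 only between MA9-IL-34 and MA9-c-Kit- cells and 330 only between MA9-c-Kit+ and MA9-c-Kit- cells. A further 76 differed between MA9-c-Kit+ cells and both other groups. In MA9-IL-34 cells, 430 genes were higher and 368 lower against both MA9 groups, where 60 and 58.8 would be shared if the comparisons were independent. For the comparisons with MA9-c-Kit- cells, 582 genes were shared as higher and 1030 as lower, where independence gives 88.2 and 159. Each pair of comparisons shares a group of libraries. In 100 simulations of groups without a difference that share libraries in this way, at most 1 gene was shared in a direction. Groups without a difference give few calls at all, so these simulations cannot measure the overlap among genes that differ. For such genes, part of the overlap may come from the spread of the shared group, and 3 libraries are too few to divide it.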

A Venn diagram shows the numbers of DEGs between different pairs of the samples (Fig. 3A). The number of DEGs between MA9-IL-34 and MA9-c-Kit^-^ was greater than that between MA9-IL-34 and MA9-c-Kit^+^, which was in accordance with functional observations. 

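MA9-IL-34 cells differed from MA9-c-Kit+ cells in 993 genes, of which 529 were higher and 464 lower, and from MA9-c-Kit- cells in 3297 genes, of which 1557 were higher and 1740 lower (fold change of at least 2 and adjusted p under 0.05, limma with Benjamini-Hochberg adjustment, n = 3 per group). MA9-c-Kit+ and MA9-c-Kit- cells differed in 2033 genes, of which 777 were higher and 1256 lower in MA9-c-Kit+ cells.
Genes of monocytes and macrophages were lower in MA9-IL-34 cells. Against MA9-c-Kit+ cells, 9 of 27 measured members fell (12 adjusted over the list alone), and 1 rose, Itgam, an integrin subunit of myeloid cells. The median log2 fold change was -0.95 (adjusted p = 1.16e-05, camera, and adjusted p = 0.369 with an estimated correlation). Against MA9-c-Kit- cells, 22 fell and 3 rose (22 and 3 adjusted over the list alone), with a median of -3.46 (adjusted p = 5.69e-09, camera, and adjusted p = 0.25 with an estimated correlation). Ctss, a lysosomal cathepsin of antigen-presenting cells, was at 635 ± 53.3 TPM in MA9-c-Kit- cells, 60.5 ± 12.6 TPM in MA9-c-Kit+ cells and 2.42 ± 0.460 TPM in MA9-IL-34 cells. Irf8, a transcription factor of monocyte and dendritic cell development, was at 268 ± 185 TPM in MA9-c-Kit+ cells and 6.75 ± 1.17 TPM in MA9-IL-34 cells (log2 fold change -4.90, standard error 0.40, adjusted p = 8.25e-05, limma). Their levels varied within MA9-c-Kit+ cells, where replicate 2 also stood apart in the mitochondrial share of TPM, at 5.10% against 10.7% and 11.1% in the others.
Of 16 measured feedback and early response genes of ERK signaling, 7 fell against MA9-c-Kit+ cells (7 adjusted over the list alone) and none rose, with a median log2 fold change of -1.05 (adjusted p = 1.21e-05, camera, and adjusted p = 0.0249 with an estimated correlation). Dusp6, the phosphatase that switches ERK off, was at 26.3 ± 4.58 TPM in MA9-c-Kit+ cells, 26.1 ± 2.56 TPM in MA9-c-Kit- cells and 0.903 ± 0.283 TPM in MA9-IL-34 cells. Ccnd1, which encodes cyclin D1, was at 24.4 ± 5.93 TPM in MA9-c-Kit+ cells and 0.627 ± 0.0971 TPM in MA9-IL-34 cells. Against MA9-c-Kit- cells, 7 of the 16 fell and 2 rose (8 and 2 adjusted over the list alone), with a median of -1.40 (adjusted p = 0.00463, camera, and adjusted p = 0.195 with an estimated correlation).
All 22 measured genes of cholesterol synthesis had a positive log2 fold change against MA9-c-Kit+ cells, and 10 passed the test (15 adjusted over the list alone), with a median of 0.69 (adjusted p = 7.18e-08, camera, and adjusted p = 0.369 with an estimated correlation). Against MA9-c-Kit- cells, 14 of the 22 rose (14 adjusted over the list alone; adjusted p = 0.00108, camera, and adjusted p = 0.413 with an estimated correlation). Of 12 listed genes of eosinophils, basophils and mast cells, 6 were measured, and the others did not pass the filter. A gene could pass it through MA9-IL-34 cells alone, which may favor a rise. Of the 6, Hdc, Siglecf and Cpa3 rose against MA9-c-Kit+ cells and none fell (4 higher adjusted over the list alone). The median was 2.14 (adjusted p = 0.00974, camera, and adjusted p = 0.369 with an estimated correlation). Hdc, the enzyme that makes histamine, was at 205 ± 30.7 TPM in MA9-IL-34 cells and 5.54 ± 3.92 TPM in MA9-c-Kit+ cells. Siglecf, a lectin of eosinophils, rose by a log2 fold change of 4.18 (standard error 0.53, adjusted p = 0.00101, limma). Cpa3, the carboxypeptidase of mast cells, had a log2 fold change of 2.43 (standard error 0.68, adjusted p = 0.0459, limma). Against MA9-c-Kit- cells, 4 of the 6 rose (5 adjusted over the list alone), with a median of 3.24 (adjusted p = 0.00639, camera, and adjusted p = 0.25 with an estimated correlation).
Of the 22 lists tested, camera called 6 between MA9-IL-34 and MA9-c-Kit+ cells, 16 between MA9-IL-34 and MA9-c-Kit- cells and 10 between MA9-c-Kit+ and MA9-c-Kit- cells, and with an estimated correlation 2, 0 and 0. The list of genes that the study selected on these same samples is in each camera count. It is also 1 of the 2, beside ERK feedback. Other splits of the 6 libraries into 3 and 3 gave up to 11, 15 and 14 lists. Each of these splits mixes 2 libraries of 1 group with 1 of the other, so part of the real difference remains. They therefore cannot measure how many lists are called without a difference. Leaving out each library in turn gave 633 to 1130 differentially expressed genes between MA9-IL-34 and MA9-c-Kit+ cells. The lowest number came without MA9-IL-34 replicate 3, which leaves fewer libraries in that group. Leaving out the other MA9-IL-34 libraries acted in the same direction. Genes that differed in both comparisons of MA9-IL-34 cells only were 359, 369 and 328 without MA9-IL-34 replicate 1, 2 or 3, against 554.

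**Figure D1:**
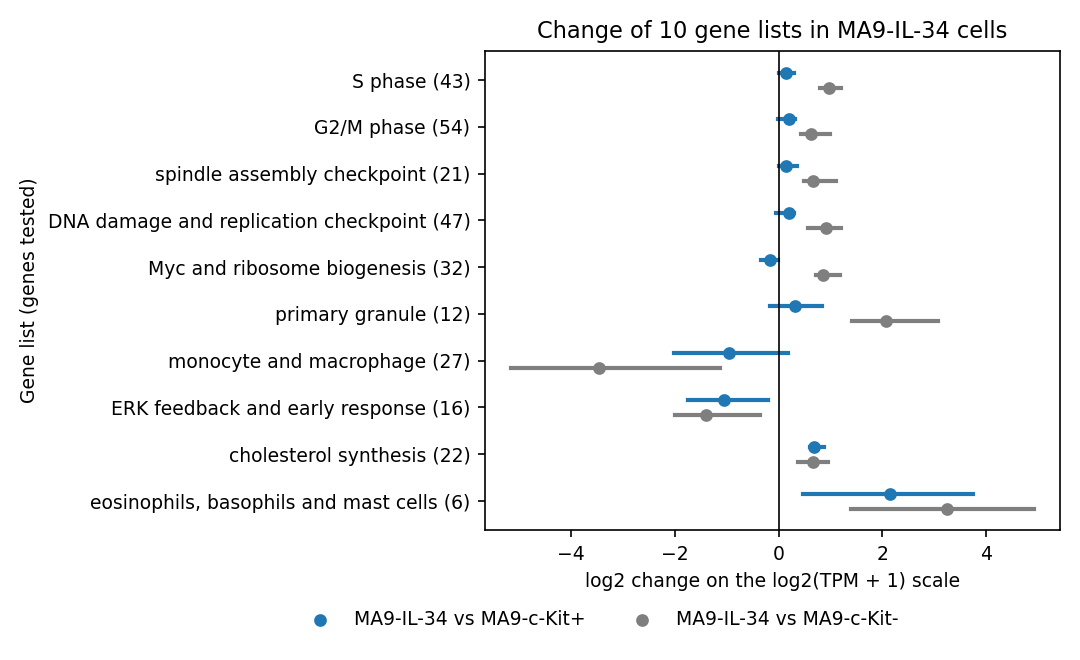
Log2 fold change of the tested members of 10 gene lists in MA9-IL-34 cells, with a point at the median and a bar over the interquartile range. Blue is the comparison with MA9-c-Kit+ cells and grey the comparison with MA9-c-Kit- cells, n = 3 libraries per group. The monocyte and macrophage list has medians of -0.95 and -3.46, and the cholesterol list lies above 0 in both.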

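Genes of the G2/M checkpoint set of Reactome were higher in MA9-IL-34 than in MA9-c-Kit- cells. Of 52 measured members 38 rose and none fell (38 adjusted over the list alone), with a median log2 fold change of 0.82 and a normalized enrichment score of 2.43 (adjusted p = 5.57e-09, camera, and adjusted p = 0.118 with an estimated correlation). Cdk1, the kinase that drives entry into mitosis, was at 181 ± 9.44 TPM in MA9-IL-34 cells, 168 ± 8.91 TPM in MA9-c-Kit+ cells and 88.3 ± 12.4 TPM in MA9-c-Kit- cells (SD, n = 3 per group). Cdc25a, the phosphatase that activates CDKs, and Wee1, the kinase that restrains them, rose by log2 fold changes of 1.80 (standard error 0.22, adjusted p = 0.000184, limma with Benjamini-Hochberg adjustment) and 1.57 (standard error 0.21, adjusted p = 0.000345, limma). Of 121 measured members of the set for cell cycle checkpoints, 64 rose and 9 fell against MA9-c-Kit- cells (65 and 9 adjusted over the list alone), with a normalized enrichment score of 2.03 (adjusted p = 1.11e-06, camera, and adjusted p = 0.154 with an estimated correlation).
Against MA9-c-Kit+ cells, 2 of the 52 genes of the G2/M checkpoint set rose, Cdk2 and Ywhah, and none fell (1 higher adjusted over the list alone). The median log2 fold change was 0.21 and the normalized enrichment score 1.55 (adjusted p = 0.0316, camera, and adjusted p = 0.685 with an estimated correlation). In the set for cell cycle checkpoints, Cdk2, Ywhah and Ube2c rose, and Cdkn1a and Cdkn1b, which encode the CDK inhibitors p21 and p27, fell (2 higher and 1 lower adjusted over the list alone). Its score was 1.02 and it did not pass the test (adjusted p = 0.203, camera). Cdk2 and Ywhah were named after their values were seen. Cdkn1a was at 57.3 ± 5.00 TPM in MA9-c-Kit- cells, 26.0 ± 3.01 TPM in MA9-c-Kit+ cells and 9.89 ± 0.481 TPM in MA9-IL-34 cells. The call of the G2/M checkpoint set against MA9-c-Kit+ cells was lost without MA9-c-Kit+ replicate 1 (adjusted p = 0.164, camera), MA9-c-Kit+ replicate 3 (0.077) or MA9-IL-34 replicate 1 (0.0682), and without MA9-c-Kit+ replicate 1 the score of the set for cell cycle checkpoints was -0.62.
Against MA9-c-Kit- cells, 40 of 43 S phase genes, 19 of 21 genes of the spindle assembly checkpoint and 37 of 47 genes of the DNA damage and replication checkpoint rose and none fell (42, 19 and 37 adjusted over the list alone). Of 54 G2/M phase genes 40 rose and 2 fell (43 and 2 adjusted over the list alone). All of these lists were called higher, with adjusted p = 2.31e-09 for S phase, 6.06e-09 for DNA damage and replication, 5.69e-09 for G2/M phase and 2.71e-06 for the spindle checkpoint (camera). With an estimated correlation the adjusted p was 0.343 for S phase and 0.25 for the others. Against MA9-c-Kit+ cells, E2f8, a repressor of S phase genes, was the S phase gene that passed the test (1 adjusted over the list alone; adjusted p of the list 0.207, camera). Hjurp, the chaperone of centromeric histone, and Ube2c, a ubiquitin carrier of mitotic exit, rose among the G2/M phase genes (2 adjusted over the list alone; adjusted p of the list 0.00772, camera, and adjusted p = 0.842 with an estimated correlation). That call was lost without MA9-c-Kit+ replicate 1 (adjusted p = 0.188, camera) and with fry, which tests each list without other genes (adjusted p = 0.0989, fry). Spc24 rose and Zw10 fell among the spindle genes (1 each adjusted over the list alone; adjusted p of the list 0.202, camera). Of the 47 genes of DNA damage and replication, 0 passed the test of limma (0 adjusted over the list alone; adjusted p of the list 0.207, camera).
Of 16 measured CDK inhibitors and quiescence genes, 12 fell and 2 rose against MA9-c-Kit- cells (12 and 2 adjusted over the list alone), with a median log2 fold change of -1.24 (adjusted p = 0.00207, camera, and adjusted p = 0.343 with an estimated correlation). Against MA9-c-Kit+ cells, Cdkn1a and Cdkn1b fell, while Cdkn2c and Cdkn2a, which encode inhibitors of CDK4 and CDK6, rose (2 higher and 3 lower adjusted over the list alone; adjusted p of the list 0.4, camera). Cdkn2c was at 93.7 ± 14.9 TPM in MA9-IL-34 cells, 15.9 ± 8.13 TPM in MA9-c-Kit+ cells and 36.1 ± 2.96 TPM in MA9-c-Kit- cells. The members of the set for quiescent cells were not at hand, and that set was not tested.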

GSEA analysis showed that the genes in annotations “quiescent up”, “cell cycle checkpoints” and “G2/M checkpoints” were enriched in MA9-IL-34 cells versus MA9-c-Kit^+^ or MA9-c-Kit^-^ cells (Fig. 3B). Furthermore, genes in annotations related to worse phenotypes in tumors were enriched in MA9-IL-34 cells versus MA9-c-Kit^+^/MA9-c-Kit^-^ (Fig. S4A) or MA9-c-Kit^+^ cells (Fig. S4B). Moreover, embryonic stem cell core associated genes were enriched in MA9-IL-34 cells versus MA9-c-Kit^-^ cells (Fig. S4C). 

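Members of the MLL-AF9 leukemia stem cell program moved in both directions in MA9-IL-34 cells. Hoxa9, the homeobox gene that MLL fusions keep active, was at 489 ± 27.7 TPM in MA9-IL-34 cells, 503 ± 168 TPM in MA9-c-Kit+ cells and 459 ± 27.1 TPM in MA9-c-Kit- cells (SD, n = 3 per group). Pbx3, a partner of HOXA9, rose against MA9-c-Kit+ cells by a log2 fold change of 1.73 (standard error 0.24, adjusted p = 0.00151, limma with Benjamini-Hochberg adjustment). Mef2c and Mecom, transcription factors of this program, were at 189 ± 72.0 and 21.2 ± 4.09 TPM in MA9-c-Kit+ cells and at 0.0133 ± 0.0115 and 0.0200 ± 0.0346 TPM in MA9-IL-34 cells. Flt3, a receptor tyrosine kinase, and Cd34, a surface protein of progenitors, also fell. Myb, a transcription factor that MLL-AF9 leukemia depends on, was at 613 ± 52.6 TPM in MA9-IL-34 cells and 180 ± 14.4 TPM in MA9-c-Kit- cells. Of 24 measured members, 1 rose and 4 fell against MA9-c-Kit+ cells (2 and 4 adjusted over the list alone; adjusted p = 0.22, camera), and 8 rose and 5 fell against MA9-c-Kit- cells (8 and 5 adjusted over the list alone; adjusted p = 0.865, camera). Against MA9-c-Kit+ cells the median log2 fold change was -0.03 and the mean -0.67, and against MA9-c-Kit- cells the median was 0.10 and the mean -0.26. The fry test, unlike camera, called the list lower against MA9-c-Kit+ (adjusted p = 0.00177, fry) and against MA9-c-Kit- cells (adjusted p = 0.0285, fry). Hoxa9 was named after its values were seen. Cd34 was at 343 TPM in MA9-c-Kit+ replicate 2 and at 115 and 46.8 TPM in the others, and its fall did not pass the test when any library other than MA9-c-Kit+ replicate 3 was left out. The gene sets of Fig. S4A and Fig. S4B were not at hand and were not tested.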

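Genes of MYC activity and ribosome biogenesis were higher in MA9-IL-34 than in MA9-c-Kit- cells. Of 32 measured members, 30 rose and none fell (31 adjusted over the list alone), with a median log2 fold change of 0.85 (adjusted p = 2.67e-07, camera, and adjusted p = 0.413 with an estimated correlation). Rrs1 and Wdr12, factors of the large ribosomal subunit, rose by log2 fold changes of 1.24 (standard error 0.14, adjusted p = 0.000129, limma with Benjamini-Hochberg adjustment) and 1.72 (standard error 0.20, adjusted p = 0.00014, limma). Srm, the enzyme that makes spermidine, was at 124 ± 9.37 TPM in MA9-IL-34 cells and 42.5 ± 17.0 TPM in MA9-c-Kit- cells (SD, n = 3). MA9-c-Kit+ cells showed the same direction against MA9-c-Kit- cells, with 30 of the 32 higher (31 adjusted over the list alone; adjusted p = 2.87e-11, camera, and adjusted p = 0.348 with an estimated correlation). Between MA9-IL-34 and MA9-c-Kit+ cells, 0 of the 32 passed the test of limma (0 adjusted over the list alone; adjusted p of the list 0.104, camera). Of 20 pluripotency factors of embryonic stem cells, 3 were measured, too few for a test of the list. Lin28a, an RNA-binding protein that blocks let-7, was at 48.2 ± 4.60 TPM in MA9-IL-34 cells, 1.22 ± 1.01 TPM in MA9-c-Kit+ cells and 0.0400 ± 0.0100 TPM in MA9-c-Kit- cells. Klf4, a reprogramming factor that myeloid cells also express, was at 132 ± 51.1 TPM in MA9-c-Kit- cells and 0.510 ± 0.480 TPM in MA9-IL-34 cells. The embryonic stem cell set of Fig. S4C was not at hand and was not tested.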

The 1572 genes (DEGs between MA9-IL-34 and MA9-c-Kit^+^ cells) were divided into 4 clusters based on their expression pattern in three groups. 

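The 993 genes that differed between MA9-IL-34 and MA9-c-Kit+ cells here were divided into 4 clusters by their z-scores over the 9 libraries. Ly6k, a GPI-anchored surface protein, belonged to the genes with their lowest level in MA9-IL-34 cells, at 0.670 ± 0.451 TPM against 172 ± 76.2 TPM in MA9-c-Kit+ cells and 73.7 ± 20.7 TPM in MA9-c-Kit- cells (SD, n = 3 per group). The cluster of 409 genes of lowest level in MA9-IL-34 cells had mean z-scores of -1.16 in these cells, 0.38 in MA9-c-Kit+ cells and 0.78 in MA9-c-Kit- cells. A cluster of 61 genes was lowest in MA9-c-Kit+ cells (mean z-score -1.15), and a cluster of 55 genes was highest there (1.19).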

The cluster I with 428 genes was of interest (Fig. 3C). 

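The cluster highest in MA9-IL-34 cells held 468 genes, with mean z-scores of 1.21 in MA9-IL-34, -0.45 in MA9-c-Kit+ and -0.75 in MA9-c-Kit- cells. Vcam1, an adhesion molecule that binds the integrin VLA-4, was at 63.3 ± 7.32 TPM in MA9-IL-34 cells (SD, n = 3), 2.77 ± 0.417 TPM in MA9-c-Kit+ cells (SD, n = 3) and 0.0633 ± 0.0777 TPM in MA9-c-Kit- cells (SD, n = 3). Its log2 fold change against MA9-c-Kit+ cells was 4.09 (standard error 0.16, adjusted p = 1.39e-06, limma with Benjamini-Hochberg adjustment). Ces1d, a carboxylesterase, was at 59.4 ± 0.870 TPM in MA9-IL-34 cells and 0.270 ± 0.361 TPM in MA9-c-Kit+ cells, and was listed at 0 in MA9-c-Kit- cells. Slc16a3, the lactate exporter MCT4, was at 88.1 ± 8.04 TPM in MA9-IL-34 cells, 30.7 ± 5.64 TPM in MA9-c-Kit+ cells and 46.3 ± 0.335 TPM in MA9-c-Kit- cells. Pax8, a transcription factor of thyroid and kidney development, was at 2.73 ± 1.02 TPM in MA9-c-Kit+ cells and rose in MA9-IL-34 cells (log2 fold change 2.83, standard error 0.34, adjusted p = 0.000685, limma). Without MA9-IL-34 replicate 1, 2 or 3, the cluster held 254, 303 and 239 genes.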

Then, 126 genes were first selected since they were also DEGs between MA9-c-Kit^+^ and MA9-c-Kit^-^ groups, furthermore the expression was higher in MA9-c-Kit^+^ cells than MA9-c-Kit^-^ cells. 

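Cd63, a tetraspanin of lysosomes and granules, was at 573 ± 33.7 TPM in MA9-IL-34 cells (SD, n = 3), 168 ± 30.4 TPM in MA9-c-Kit+ cells (SD, n = 3) and 19.5 ± 5.19 TPM in MA9-c-Kit- cells (SD, n = 3). It was among 86 genes that were higher in MA9-c-Kit+ than in MA9-c-Kit- cells and higher again in MA9-IL-34 than in MA9-c-Kit+ cells, by a fold change of at least 2 and an adjusted p under 0.05 at each step (limma with Benjamini-Hochberg adjustment). Nkg7, a protein of cytotoxic granules, rose from 0.423 ± 0.271 to 56.6 ± 26.9 and 182 ± 28.1 TPM over these groups, and Cst7, an inhibitor of granule cathepsins, from 16.8 ± 1.45 to 45.9 ± 4.87 and 162 ± 14.4 TPM. Etfb, a subunit of the electron transfer flavoprotein, had the highest level of the 86 in MA9-IL-34 cells, at 709 ± 63.6 TPM, against 334 ± 48.6 TPM in MA9-c-Kit+ and 110 ± 11.3 TPM in MA9-c-Kit- cells. Rgcc, a regulator of the cell cycle, and Vat1, a vesicle membrane protein, were at 251 ± 18.5 and 173 ± 35.5 TPM in MA9-IL-34 cells. All 86 genes belonged to the cluster highest in MA9-IL-34 cells. Of them, 77 had a mean of at least 10 TPM in MA9-IL-34 cells. In the opposite direction, 143 genes were lower at both steps.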

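Ikzf2, Fgl2, Sox13, Prom1 and Gfi1 were all higher in MA9-IL-34 than in MA9-c-Kit+ cells. Ikzf2, which encodes the zinc finger protein Helios (ENSMUSG00000025997, chromosome 1 of GRCm38 from 69531214 to 69687245), was at 44.4 ± 8.46 TPM in MA9-IL-34 cells (SD, n = 3), 3.29 ± 0.586 TPM in MA9-c-Kit+ cells (SD, n = 3) and 1.23 ± 0.279 TPM in MA9-c-Kit- cells (SD, n = 3). Its log2 fold change against MA9-c-Kit+ cells was 3.40 (standard error 0.19, adjusted p = 9.02e-06, limma with Benjamini-Hochberg adjustment). Fgl2, a fibrinogen-like protein (ENSMUSG00000039899, chromosome 5 from 21372642 to 21378374), was at 144 ± 24.5, 20.0 ± 6.72 and 7.59 ± 0.255 TPM in the same order (log2 fold change 2.83, standard error 0.23, adjusted p = 8.25e-05, limma). Gfi1, a transcriptional repressor of granulocyte development (ENSMUSG00000029275, chromosome 5 from 107716657 to 107726036), was at 171 ± 15.2, 81.7 ± 26.3 and 7.80 ± 2.80 TPM (log2 fold change 1.10, standard error 0.27, adjusted p = 0.0268, limma). Prom1, which encodes the stem cell marker CD133 (ENSMUSG00000029086, chromosome 5 from 43993620 to 44102032), was at 14.3 ± 3.75, 5.16 ± 3.29 and 0.397 ± 0.200 TPM (log2 fold change 1.42, standard error 0.35, adjusted p = 0.03, limma).
Between MA9-c-Kit+ and MA9-c-Kit- cells the log2 fold change was 3.23 for Gfi1 (adjusted p = 5.7e-05, limma), 2.02 for Prom1 (0.00248) and 1.23 for Fgl2 (0.00355). For Ikzf2 it was 0.95 (0.0051), under the minimum fold, so that Ikzf2 was not among the genes higher at both steps. Among those genes Gfi1 ranked 9 by its TPM in MA9-IL-34 cells, Fgl2 11, Sox13 28 and Prom1 65. For each of the 5 genes, every MA9-IL-34 library was above every MA9-c-Kit+ library, and every MA9-c-Kit+ library above every MA9-c-Kit- library. The same order held for 85 of the 86 genes higher at both steps, so it does not set the 5 genes apart. The smallest two-sided exact permutation p that 3 libraries against 3 allow is 0.1. All 5 were also higher when adjusted over the list alone, in each comparison. As a list they were called higher against MA9-c-Kit+ cells (adjusted p = 4.64e-06, camera, and adjusted p = 0.0249 with an estimated correlation) and against MA9-c-Kit- cells (adjusted p = 6.49e-05, camera, and adjusted p = 0.115 with an estimated correlation). MA9-c-Kit+ cells were also above MA9-c-Kit- cells (adjusted p = 0.00145, camera, and adjusted p = 0.233 with an estimated correlation). The study chose these genes on the same samples, so their direction is not independent evidence. The calls of Gfi1 and Prom1 against MA9-c-Kit+ cells were lost without MA9-c-Kit+ replicate 3 or without any 1 of the MA9-IL-34 libraries, and that of Prom1 also without MA9-c-Kit+ replicate 2.

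**Figure D2:**
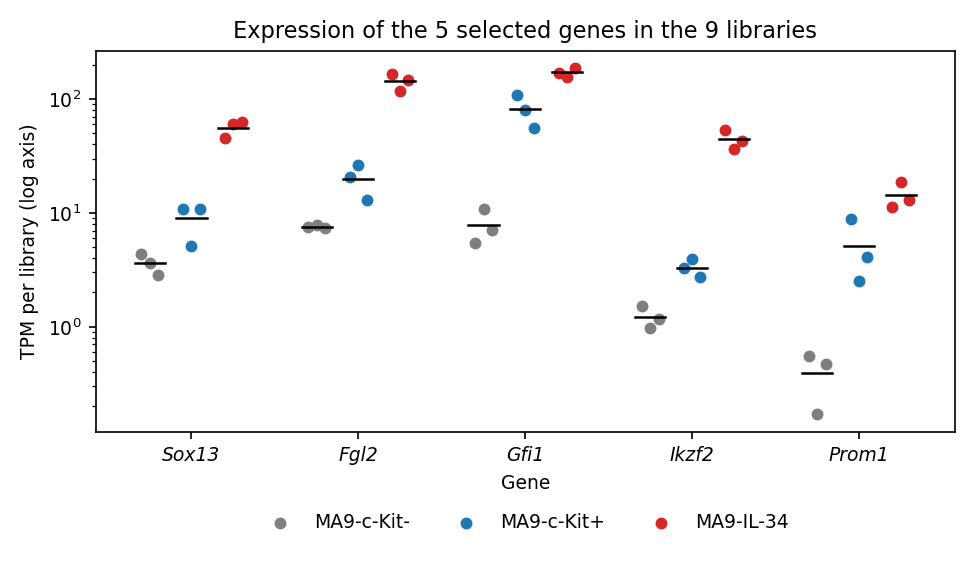
TPM of Sox13, Fgl2, Gfi1, Ikzf2 and Prom1 in each library on a log axis, with 3 libraries per group and a black bar at the group mean. For each gene the MA9-IL-34 libraries lie above the MA9-c-Kit+ libraries and these above the MA9-c-Kit- libraries.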

Five genes with high expression levels, which related to stemness of tumor cells, were selected and further verified by qRT-PCR (Fig. 3D). Notably, a significant positive correlation between the expression of *IL-34* and *SOX13* was detected in the human datasets GSE10358, GSE21261 and GSE61804 (Fig. 3E). Hence, Sox13 was selected for further study.

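Sox13, which encodes a transcription factor of the SOX family (ENSMUSG00000070643), lies on chromosome 1 of GRCm38 from 133382303 to 133424377. It was at 55.9 ± 9.24 TPM in MA9-IL-34 cells (SD, n = 3), 8.92 ± 3.29 TPM in MA9-c-Kit+ cells (SD, n = 3) and 3.61 ± 0.740 TPM in MA9-c-Kit- cells (SD, n = 3). The mean in MA9-IL-34 cells was 6.27 times that of MA9-c-Kit+ cells and 15.5 times that of MA9-c-Kit- cells. On the log2 scale with the pseudocount, the change was 2.57 against MA9-c-Kit+ cells (standard error 0.27, adjusted p = 0.000382, limma with Benjamini-Hochberg adjustment) and 1.06 from MA9-c-Kit- to MA9-c-Kit+ cells (standard error 0.27, adjusted p = 0.0145, limma). Among the 529 genes higher in MA9-IL-34 than in MA9-c-Kit+ cells, Sox13 ranked 80 by fold change, and among the 86 genes higher at both steps it ranked 12. It left the 86 without MA9-c-Kit- replicate 3, MA9-c-Kit+ replicate 1 or MA9-c-Kit+ replicate 3, when its change from MA9-c-Kit- to MA9-c-Kit+ cells no longer passed. From its place among the selected stemness genes (Fig. 3D) and the correlation of IL-34 and SOX13 in human datasets (Fig. 3E), the paper reasons that Sox13 was the gene to follow in MA9-IL-34 cells.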

**Fig. 3:**
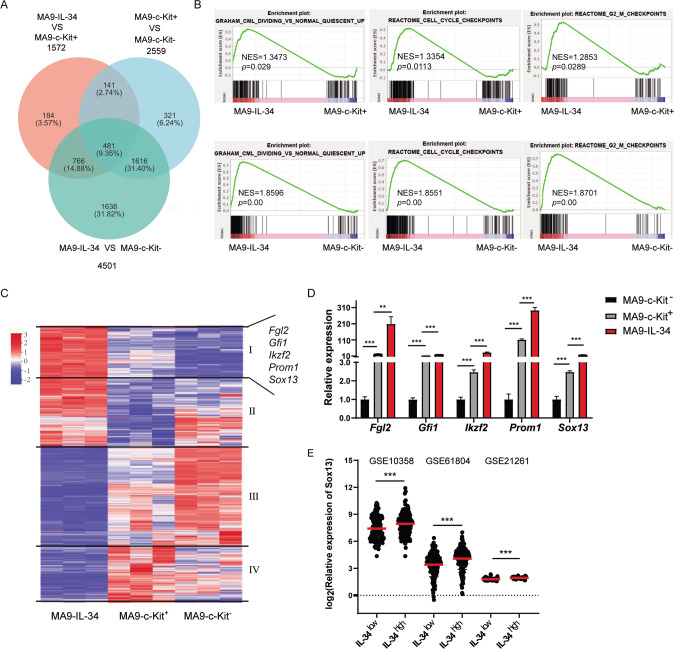
Identification of intrinsic molecules contributing to the pro-leukemic effects in MA9-IL-34 cells. MA9-c-Kit^-^, MA9-c-Kit^+^, MA9-IL-34 cells were sorted and microarray was performed. **A** Venn diagram shows overlaps of DEGs obtained from each pair. **B** GSEA analysis shows the enrichment of genes in annotations between MA9-IL-34 and MA9-c-Kit^+^/MA9-c-Kit^-^ groups. **C** Heat map shows the expression levels of 1572 genes, which are the DEGs between MA9-IL-34 and MA9-c-Kit^+^ groups, in three groups. Those genes are subdivided into 4 clusters based on the expression patterns in three groups. **D** The expression of selected genes was validated by qRT-PCR. **E** The expression level of Sox13 in the GSE10358 (*n* = 304), GSE61804 (*n* = 324) and GSE21261 (*n* = 76) is shown. For each dataset, AML cases were divided into IL-34^low^ and IL-34^high^ groups, and the corresponding expression of Sox13 is plotted. Data are presented as mean ± S.E.M. Unpaired Student’s *t* test, one-way ANOVA tests were used. **p < 0.01, ***p < 0.001.

### Sox13 contributes to the pro-leukemic effects in MA9-IL-34 cells

To investigate whether Sox13 contributed to the malignant phenotype, MA9-IL-34 cells were infected with pLKO.1-S-sc or pLKO.1-S-sh1 to construct IL-34-S-sc and IL-34-S-sh1 mouse AML models. The knockdown efficiency of *Sox13* was verified by qRT-PCR (Fig. 4A). IL-34-S-sc and IL-34-S-sh1 cells were both GFP^+^BFP^+^RFP^+^CD3^-^CD19^-^Gr-1^+^CD11b^+^ (Fig. S5A, B). The IL-34-S-sh1 mice exhibited lower PB leukemia cell levels since day 16 after transplantation (Fig. 4B) and had longer survival times than IL-34-S-sc mice (Fig. 4C). Hepatosplenomegaly was milder (Fig. 4D) and fewer infiltrating AML cells (Fig. S5C) were detected in liver in IL-34-S-sh1 mice than IL-34-S-sc mice on day 19. Pathologic analysis showed that subcutaneous infiltration of AML cells was observed in IL-34-S-sc mice but not IL-34-S-sh1 mice although leukostasis was observed in subcutaneous blood vessels in IL-34-S-sh1 mice (Fig. S5D). Ki-67 experiments showed that more G1 phase cells and fewer S/G2/M phase cells were detected in IL-34-S-sh1 cells (Fig. 4E). Knockdown of *Sox13* resulted in the decreased expression of c-Kit (Fig. 4F). Furthermore, in vitro colony forming assay showed that IL-34-S-sh1 cells formed fewer colonies than IL-34-S-sc cells in primary and secondary plating experiments (Fig. 4G, H). Taken together, these results suggest that Sox13 acts as intrinsic factor contributing to the pro-leukemic effects in AML mice overexpressing IL-34.

**Fig. 4:**
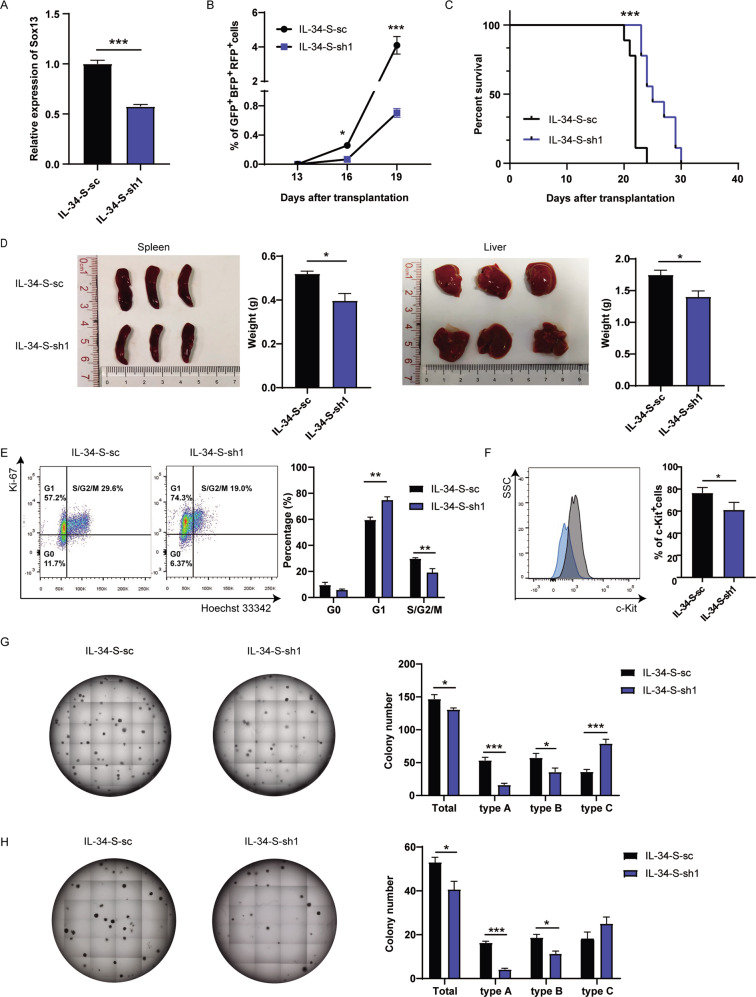
Sox13 contributes to the pro-leukemic effects in MA9-IL-34 cells. The expression of Sox13 was knockdown in MA9-IL-34 cells by shRNA strategy. **A** The expression of Sox13 was detected by qRT-PCR. **B**–**D** Equal numbers of IL-34-S-sc or IL-34-S-sh1 cells were sorted and transplanted into recipient mice. **B** The PB AML cells were monitored at indicated time points (*n* = 4). **C** The survival of mice is shown in Kaplan–Meier curves (*n* = 9 for each group). **D** The sizes and weights of spleens and livers on day 19 are shown. **E** IL-34-S-sc or IL-34-S-sh1 cells were stained with Ki-67 and Hoechst 33342. The representative flow cytometric results are shown (left), and the percentages of G0-, G1-, and S/G2/M-phase AML cells are plotted (right). **F** GFP^+^BFP^+^RFP^+^ cells were stained with c-Kit. The representative flow cytometric results are shown (left), and the percentages of c-Kit^+^ cells are plotted. **G**, **H** Primary (**G**) and secondary (**H**) colony forming assays were performed when 500 AML cells in M3434 medium were seeded each well into 24-well plates and cultured for 7d. The representative results are shown (left), and the colony numbers are plotted (right). Data are presented as mean ± S.E.M. Unpaired Student’s *t* test, one-way ANOVA tests and Kaplan–Meier estimates were used. *p < 0.05, **p < 0.01, ***p < 0.001.

### LAMs contribute to the pro-leukemic effects in MA9-IL-34 mice

Immunologic microenvironment plays important roles in leukemia progression [31, 32]. No significant difference was detected on the distribution of B cells, NK cells, CD4^+^ cells and CD8^+^ T cells in spleen samples as well as granulocytes in BM samples (Fig. S6 A–D). Signaling through CSF-1R, the major receptor of IL-34, is vital for the differentiation and survival of mononuclear phagocytes; and macrophages play important roles in malignancies including leukemia [33–36]. The macrophages in BM and spleen were gated as the SSC^int/lo^ subpopulation in the CD3^-^Gr-1^lo^F4/80^+^CD115^int^ population while those in liver were gated as the CD11b^+^F4/80^+^CD45^+^ population [36] (Fig. 5A, B). Higher levels of LAMs were detected in those tissues in MA9-IL-34 mice than MA9 mice (Fig. 5C). Furthermore, it is well accepted that M1 macrophages have anti-tumor effects whereas M2 macrophages have pro-tumor effects [34]. LAMs from MA9-IL-34 mice expressed higher levels of M2-associated genes including *Cd206*, *Arg1*, *Il-10* and *Mmp9* than MA9 mice, whereas expressed similar levels of M1-associated genes as MA9 mice (Fig. 5D). We used a multiple factor weight comprehensive analysis to define the activation phenotype of LAMs [33, 36]. The results showed that LAMs in MA9-IL-34 microenvironment have more M2 characteristics (Fig. S6E), or simply called as M2-like LAMs. Moreover, phagocytosis is an important anti-tumor function of macrophages [21, 37, 38]. LAMs in MA9-IL-34 mice had lower phagocytic potential than those in MA9 mice (Fig. 5E). Taken together, there are more M2-like LAMs with lower phagocytic potential in MA9-IL-34 microenvironment, which suggest that LAM-associated microenvironmental mechanisms should also contribute to the pro-leukemic effects in MA9-IL-34 mice.

**Fig. 5:**
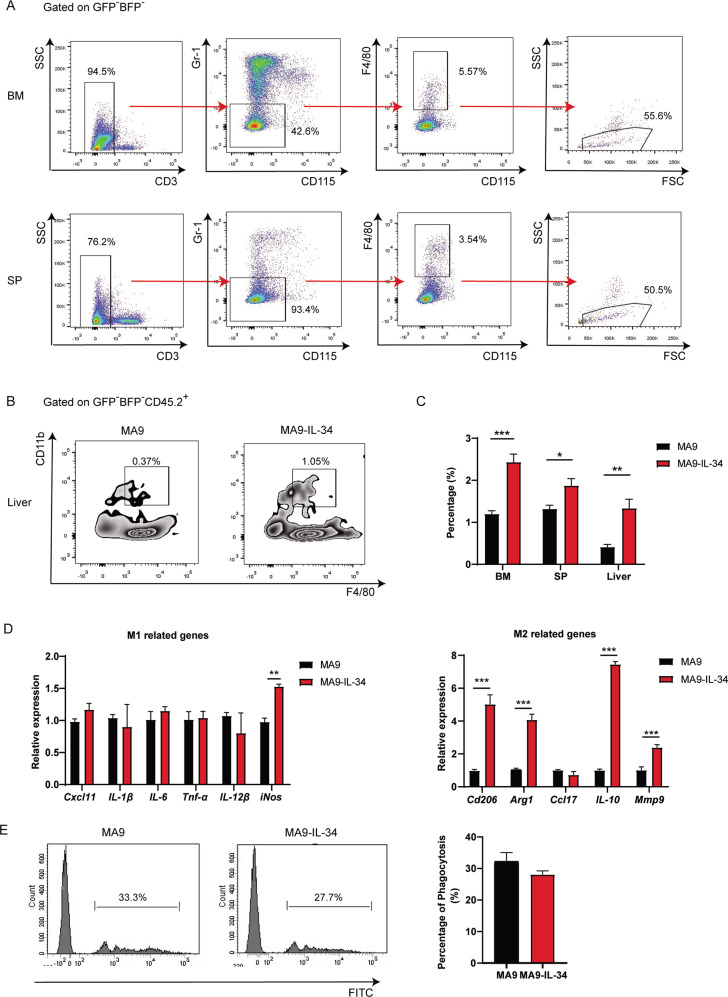
LAMs contribute to the pro-leukemic effects in MA9-IL-34 mice. AML mice were sacrificed at middle stage of leukemia. BM and SP samples were prepared. **A** Gating strategy for LAMs from BM and SP samples by flow cytometry. **B** Gating strategy for LAMs from liver samples by flow cytometry. **C** The frequencies of LAMs in different tissues are plotted. **D**, **E** LAMs were sorted from BM samples. The expression of M1- and M2- associated genes in LAMs was detected by qRT-PCR (**D**). The representative flow cytometric results (left) and the positive rates (right) of in vitro uptake experiments to assess the phagocytotic potential of LAMs are shown (**E**). Data are presented as mean ± S.E.M. Unpaired Student’s *t* test, one-way ANOVA tests were used. *p < 0.05, **p < 0.01, ***p < 0.001.

### Pexidartinib partly attenuates AML progression in MA9-IL-34 mice

Pexidartinib, the CSF-1R inhibitor, was used to test the effects in MA9-IL-34 mice (Fig. S7A). Pexidartinib decreased the weight of spleen and liver, in MA9-IL-34 mice (Fig. S7B). Additionally, it suppressed subcutaneous infiltration of AML cells in MA9-IL-34 mice (Fig. S7C). Moreover, it significantly lowered the AML cell burden in BM and SP (Fig. S7D). Furthermore, it downregulated the expression of c-kit in MA9-IL-34 cells (Fig. S7E). Besides, it lowered the level of LAMs in BM and spleen in MA9-IL-34 mice (Fig. S7F). Prolong in survival time was not observed (Fig. S7G), which may be partly due to rapid progression of MLL-AF9-induced AML model and incomplete blockage of excessive IL-34 by the recommended dosage of Pexidartinib. Therefore, M-CSFR inhibitor partly attenuated the progression of MA9-IL-34 mice.

## Discussion

The development of malignancies is regulated by complex networks comprising both intrinsic and microenvironmental factors. The effect of M-CSF/IL-34-CSF-1R axis in malignancies is a good example since it covers both aspects. In fact, abnormal expression and function of both ligands and receptor were reported in various malignancies including pre-leukemia, leukemia and lymphoid malignancies [10, 17, 39]. Furthermore, abnormal activation of this axis may directly stimulate malignant cells and/or shape immunologic microenvironment [15, 40, 41]. Notably, this axis is vital for monocytic lineage cells, either normal or malignant. Therefore, acute myelomonocytic leukemia, such as the MLL-rearranged AML [42], is a good model to elucidate the mechanism of this axis in malignancies. However, the multiple-ligand axis exhibits expressional and functional diversities under both physiological and pathological conditions. IL-34 is regarded as a tissue-restricted ligand of CSF-1R in skin and central nerve system [12]. Furthermore, M-CSF isoforms, i.e. secretory (sM-CSF), membrane-bound (mM-CSF), and extracellular matrix or proteoglycan (PG-M-CSF), exhibit different expression patterns and functions [43]. While sM-CSF elicits short-term signal and exerts short- or long-distance effects by autocrine, paracrine or endocrine mechanisms, mM-CSF provides persistent activation signal and regulates physically contacted cells by juxtacrine mechanism [43, 44]. We previously demonstrated that macrophages shaped by sM-CSF and mM-CSF showed significant phenotypic diversity; and mM-CSF but not sM-CSF prolonged the survival of AML mice by inducing the differentiation of AML cells and polarizing LAMs to have high phagocytotic potential [20, 21]. Here we report that overexpression of IL-34 in AML cells results in accelerated AML progression, short survival and significant subcutaneous infiltration. Furthermore, Sox13-associated upregulated proliferation and LSC level account for intrinsic mechanism while M2-like LAMs account for microenvironmental mechanism. Hence, our study gives new insight into the pathologic role of IL-34 in AML and broadens the knowledge of the M-CSF/IL-34-CSF-1R axis in malignancies.

The survival and function of cells are tightly regulated by a complex network and a single gene abnormality in malignant cells may frequently lead to several adverse phenotypes [3, 30, 45]. Overexpression of IL-34 in AML cells simultaneously causes enhanced malignant proliferation, more LSCs and significant subcutaneous infiltration. MLL-AF9 induced AML is a good model for monocytic lineage malignancies [28] and the M-CSF/IL-34-CSF-1R axis provides signals to boost malignant proliferation. Overexpression of IL-34 in human MLL-rearranged cell lines, THP1 and Moml-13, also have pro-proliferative effect [46]. In fact, IL-34 is abnormally expressed and promotes malignant proliferation in different types of cancers [16, 17, 47, 48]. Therefore, although the physiologic significance of IL-34 seems to be tissue-restricted, abnormally expressed IL-34 can provide pro-proliferative signals in a broad range of malignancies.

LSCs are responsible for the initiation, drug resistance, relapse and bad outcome in leukemia [7, 49]. A novel finding of this study is that overexpression of IL-34 in AML cells increases LSC frequency. Nowadays, there is not a good method to mark LSCs although the mouse L-GMP, the typical markers of which is IL-7R^-^Lin^-^Sca-1^-^c-Kit^+^CD34^+^FcgRII/III^+^, is suggested [50]. However, L-GMP frequency is not suitable for this particular model [3, 30] since considerable S-phase L-GMPs were detected either in reports [45] or from our observations, demonstrating that at least part of L-GMPs are proliferative instead of quiescent. Furthermore, most AML cells in this model were Gr-1^+^ but not the Lin^-^ cells so that L-GMP in MA9-IL-34 cells can hardly be gated and the G0/G1 phase L-GMP level is lower than LSC level obtained from functional experiments. Most importantly, the conclusion is obtained based on the functional experiments, i.e. the colony forming and limiting dilution transplantation experiments. There may be another question, i.e. enhanced proliferation and high LSC level seem to be controversial because LSCs/tumor stem cells (TSCs) are normally considered as quiescent cells [51, 52]. In fact, malignant cells are composed of heterogeneously hierarchical sub-populations [53]. In this case, AML cells can be simply classified into LSCs (small number) and non-LSCs (abundant). Some key molecules may simultaneously participate in the maintenance of LSCs and the proliferation of non-LSCs. In fact, malignancies with both adverse characteristics are frequently observed not only in research models but also in clinical patients [3, 30, 54]. How IL-34 boosts LSCs has not been fully understood although we demonstrate that Sox13 is partly responsible for this.

Subcutaneous infiltration is another pathologic characteristic of MA9-IL-34 cells. It’s worth noting that the significant physiologic effects of IL-34 seem to be restricted in skin and central nerve system [12]. However, enhanced intracerebral invasion has not been observed possibly due to the blood brain barrier. Nevertheless, extramedullary infiltration of leukemia cells has long been observed and considered as a bad marker for leukemia patients [2]. Patients suffer combined extramedullary and BM relapse has worse prognosis than those with BM relapse alone [55]. Furthermore, leukemia cutis as a specific extramedullary infiltration signifies a poor prognosis of AML [56, 57]. Therefore, although the mechanism is not clear, this phenomenon accounts for another adverse effect of IL-34 in AML.

The association between IL-34 and Sox13 has not been previously reported. Sox13 at least partly mediates the adverse phenotypes including enhanced proliferation, more LSCs and subcutaneous infiltration in MA9-IL-34 cells. The pro-proliferative effects of Sox13 in solid tumors have been reported and different pathways, such as the Wnt-β-catenin pathway, the SOX13-TRIM11-YAP axis as well as the PAX8-Aurora B/Cyclin B1 pathway, have been proposed [24–26]. Recent observation showed that Sox13 regulated cancer stem-like properties in hepatocellular carcinoma cells but the mechanism was not clear [27]. Therefore, although the pathway from IL-34 to Sox13 and downstream adverse phenotypes has been observed in AML, the molecular mechanisms including how IL-34 regulates the expression of Sox13, the downstream events of Sox13 leading to enhanced proliferation, more LSCs and subcutaneous infiltration have not been elucidated and deserve further exploration.

Macrophages are an important component of the physiologic and pathologic microenvironment and play sophisticated roles in the initiation and progression of malignancies [33, 35, 58]. Although the M1/M2 criteria has obvious limitation, the evidence demonstrating the anti-tumor M1 or M1-like macrophages and the pro-tumor M2 or M2-like macrophages has been well documented [34]. Furthermore, the M-CSF/IL-34-CSF-1R axis is vital for the survival and function of macrophages although different ligand may have diverse effects [19–21, 41]. Here we report that increased LAMs are detected in MA9-IL-34 microenvironment. Whether this phenomenon is caused by increased recruitment and/or local expansion is not clear. Furthermore, those LAMs exhibit more M2 characteristics since they express high level of M2 phenotype associated genes including *Cd206*, *Arg1*, *Il-10* and *Mmp9*, which imply that they may have pro-leukemic effects. Moreover, LAMs in MA9-IL-34 microenvironment exhibit low phagocytic potential, which mediates the anti-tumor effects of macrophages [37, 38]. Thus, more M2-like LAMs are polarized in the MA9-IL-34 microenvironment and at least partly account for the accelerated AML progression.

In conclusion, we demonstrate that IL-34 overexpressed in AML cells accelerates AML progression by affecting both AML cell themselves and LAMs in the leukemia microenvironment. Upregulated Sox13 accounts for the promoted proliferation, increased LSC level and subcutaneous infiltration.

## Supplementary information

Figure S1

Figure S2

Figure S3

Figure S4

Figure S5

Figure S6

Figure S7

Supplemental materials and methods

Supplemental table

checklist

## Data Availability

Bulk RNA-seq data are available in the National Center for Biotechnology Information Gene Expression Omnibus database under accession number GSE213201.

# Supplementary material for: Sox13 and M2-like leukemia-associated macrophages contribute to endogenous IL-34 caused accelerated progression of acute myeloid leukemia
**Source:** Cell Death Dis. 2023 May 6;14(5):308. doi: 10.1038/s41419-023-05822-z
**Supplement:** Supplementary file 8 — Supplemental materials and methods

**Materials and Methods**

**Antibodies and reagents**

Antibodies against mouse CD3 (17A2, PerCP-Cy5.5), CD19 (1D3, APC), NK1.1 (PK136, PE-Cy7), Ki67 (PE), BrdU (APC) and c-kit (2B8, PE-Cy7) were purchased from BD (USA). Antibodies against mouse Annexin V (APC), CD11b (M1/70, PerCP-Cy5.5), CD115 (AFS98, PE), Gr-1 (RB6-8C5, PE-Cy7), CD4 (GK1.5, PE-Cy7), CD8 (53-6.7, PE), B220 (RA3-6B2, PE), Ly6G (1A8, APC-Cy7) and CD45.2 (104, PE) were products of BioLegend (USA). Antibody against mouse F4/80 (BM8, APC) was purchased from Invitrogen (USA). Monoclonal antibody against GAPDH (17#2118) was from Cell Signaling Technology (USA). Polyclonal antibodies against IL-34 (ab101443) were purchased from Abcam (USA).

M3434 was purchased from Stem Cell Technologies (Canada). Fetal bovine serum (FBS), OPTI-MEM, sodium pyruvate, L-glutamine, penicillin/streptomycin, nonessential amino acids, and trypsin were purchased from Gibco (USA).

**Mice**

C57BL/6J and C57B6.SJL mice were provided by the Animal Center of the Institute of Hematology and Blood Diseases Hospital, CAMS & PUMC. Female mice (seven to eight weeks old) were used and maintained in specific pathogen-free (SPF)-certified facilities. All experiments were approved by the Animal Care and Use Committee at the institution.

**AML mouse model with high-level IL-34**

The MLL-AF9 induced mouse AML model was first described in 2006 [1] and widely used in leukemia study in the literature [2-4]. Briefly, Lin^-^ cells from normal C57B6.SJL (CD45.1) mice were sorted, infected with MSCV-MLL-AF9-GFP retrovirus in vitro and transplanted into healthy recipient mice by tail intravenous injection. All mice would suffer AML. Then, GFP^+^ leukemia cells (CD45.1) were sorted from leukemia mice and infected with blank (pMSCV-PGK-BFP) or IL-34 (pMSCV-IL-34-PGK-BFP) retrovirus. GFP^+^BFP^+^ cells were sorted by flow cytometry and transplanted into C57BL/6J (CD45.2) mice to establish the AML models.

**Analysis of AML progression**

In most experiments, 1×10^5^ MA9 or MA9-IL-34 cells were transplanted into C57BL/6J mice. In Sox13 KD experiments, 1×10^4^ IL-34-S-sc and IL-34-S-sh1 cells were transplanted. The percentage of AML cells in peripheral blood (PB), bone marrow (BM) and spleen was monitored by flow cytometry. The survival of mice was recorded. In some experiments, the spleens and livers were obtained and weighed. The tissues including BM, spleen, liver, kidney and skin were obtained and fixed following standard protocols. The tissue sections were undergone standard HE staining.

**Western blot**

Standard protocols were followed as previously describe. Briefly, cells were lysed in 1 × RIPA lysis buffer (Cell Signaling Technology, USA) containing phenylmethylsulfonyl fluoride (PMSF). The protein concentration was determined by BCA Protein Assay Kit (Thermo Scientific, USA). The samples were subjected to 10% SDS-PAGE for electrophoresis and transferred to a polyvinylidene difluoride membrane. Mouse monoclonal antibody against IL-34 or GAPDH was used as primary antibody. Goat-anti-mouse-HRP polyclonal antibodies were used as secondary antibodies. The proteins were chemiluminescent visualized using ChemiDoc (General Electric Company, USA). Data were acquired by gray value analysis (ImageJ).

***In vitro* phagocytosis assay**

Macrophages were sorted from BM by flow cytometry. FITC-labeled latex beads (2μm, Sigma-Aldrich) were added to 1×10^5^ macrophages in 500 μl RPMI 1640 complete medium and incubated for 30 min at 37°C. The samples were washed twice with cold PBS and resuspended in 300 μl PBS for flow cytometry.

**Pexidartinib treatment**

The CD115 inhibitor Pexidartinib (MedChemExpress, USA) was used to block the CD115 signal. Mice were transplanted with 1 × 10^5^ MA9-IL-34 cells on day 0. The mice were administered Pexidartinib (50 mg/kg) every other day by oral gavage from day 0 to the end of their lives.

**Flow cytometry analysis and cell sorting**

CantoII ﬂow cytometer and FACS AriaI II (BD Biosciences, USA) were used for FACS analysis and cell sorting, respectively. All experiments were completed following standard protocols. Data analysis was carried out using Diva (BD Biosciences, USA) and Flow JoV_10 (Tree Star, USA) software.

**RNA extraction and quantitative reverse-transcription polymerase chain reaction (qRT-PCR)**

Total RNA was extracted using TRIzol reagent (Life Technologies, USA) and reverse transcribed using Transcript All-in-one First-Strand cDNA Synthesis SuperMix (TransGen Biotech, China) following the manufacturers’ protocols. SYBR Green Kit (TaKaRa, China) was used for qRT-PCR experiments, which were performed on 0.1-QuantStudio 5 or 0.2-QuantStudio 5 (Thermo Fisher Scientific, USA). The expression level of target genes was expressed as the RQ value calculated by the ^ΔΔ^Ct method [^ΔΔ^Ct= (Ct_TARGET_−Ct_GAPDH_) _sample_− (Ct_TARGET_−Ct_GAPDH_) _calibrator_].

**References:**

[1] Somervaille TC, Cleary ML. Identification and characterization of leukemia stem cells in murine MLL-AF9 acute myeloid leukemia. Cancer Cell 2006, 10: 257-68.

[2] Cheng H, Hao S, Liu Y, Pang Y, Ma S, Dong F*, et al.* Leukemic marrow infiltration reveals a novel role for Egr3 as a potent inhibitor of normal hematopoietic stem cell proliferation. Blood 2015, 126: 1302-13.

[3] Feng W, Yang X, Wang L, Wang R, Yang F, Wang H, *et al*. P2X7 promotes the progression of MLL-AF9 induced acute myeloid leukemia by upregulation of Pbx3. Haematologica 2021, 106: 1278-89.

[4] Yang X, Feng W, Wang R, Yang F, Wang L, Chen S*, et al.* Repolarizing heterogeneous leukemia-associated macrophages with more M1 characteristics eliminates their pro-leukemic effects. Oncoimmunology 2018, 7: e1412910.

# Supplementary material for: Sox13 and M2-like leukemia-associated macrophages contribute to endogenous IL-34 caused accelerated progression of acute myeloid leukemia
**Source:** Cell Death Dis. 2023 May 6;14(5):308. doi: 10.1038/s41419-023-05822-z
**Supplement:** Supplementary file 9 — Supplemental table

**Table 1. List of the primers used in qRT-PCR in this study**

| Gene | Forward (5’-3’) | Reverse (3’-5’) |
| --- | --- | --- |
| *mGapdh* | ACTCCACTCACGGCAAATTCAAC | GACACCAGTAGACTCCACGACAT |
| *hIL-34* | GCCGACTTCAGTACATGAAACACT | CCCTCGTAAGGCACACTGATC |
| *mIkzf2* | ATGATGACCGCCAGTCCTACC | GCCCTTATCTGTTCTCCTTCTCCAT |
| *mFgl2* | CTGACCAAGAGTAAGGAA | TTGTAGTTACCGATGTGTA |
| *mSox13* | GAACAGCAGCCACATCAAGAGAC | TCCACGACACAGGTACGCTTAG |
| *mProm1* | CCTCTCCCTCCTGGTGATTTGT | GCCTTGTTCTTGGTGTTGGTGTA |
| *mGfi1* | GACCCTTTGCGTGCGAGATG | TGTCCGAGTGAATGAGCAGATGT |
| *Cxcl11* | AGCTGCTCAAGGCTTCCTTA | GTGAACGTTGCCCATCATCATC |
| *IL-1b* | TGCCACCTTTTGACAGTGAT | TGTCCTCATCCTGGAAGGTC |
| *IL-6* | CCGCTATGAAGTTCCTCTCTGC | ATCCTCTGTGAAGTCTCCTCTCC |
| *Tnf-a* | AAGCCTGTAGCCCACGTCGTA | GGCACCACTAGTTGGTTGTCTTTG |
| *IL-12b* | ATGTGGAATGGCGTCTCTGTCT | TGGGCGGGTCTGGTTTGA |
| *iNOS* | CAGCGGAGTGACGGCAAAC | AGACCAGAGGCAGCACATCAA |
| *Cd206* | CCTGAACAGCAACTTGACCA | GCAATGGCCATAGAAAGGAA |
| *Arg1* | CAACCAGCTCTGGGAATCTG | AATCGGCCTTTTCTTCCTTC |
| *Ccl17* | TGCTTCTGGGGACTTTTCTG | TGGCCTTCTTCACATGTTTG |
| *Il-10* | CCAGAGCCACATGCTCCTA | AGGGGAGAAATCGATGACAG |
| *Mmp9* | TGAGTCCGGCAGACAATCCT | CCCTGGATCTCAGCAATAGCA |

How the deposited data were processed for this re-analysis (not part of the article)

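RNA of sorted MA9-c-Kit-, MA9-c-Kit+ and MA9-IL-34 cells was analysed, with 3 libraries per group and 9 in all. The authors deposited 1 table of 55536 genes by Ensembl identifier with a column per library. The TPM values were computed by the authors from total RNA libraries before they were deposited. The header gives no unit. The values have 2 decimals and each library sums to nearly the same total, and they were read as TPM. The text of the paper names the Majorbio Cloud Platform and thresholds of fold change and adjusted p, and does not name the aligner, the annotation, the genome build or the software of the tests. Counts were not used here, so depth is unknown, no tool for counts could be applied, and no counting interval is given. All columns were assigned to a group, with 0 left over. Coordinates come from GENCODE M21 on GRCm38, where 55450 of the identifiers were found and 86 were not.

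Values were transformed as log2(TPM + 1), and genes with at least 1 TPM in at least 3 libraries were kept (13722). limma 3.58.1 under R 4.3.3 fitted the 3 group means over all 9 libraries with a trended prior variance, and p-values were adjusted by the Benjamini-Hochberg method within each of the 3 comparisons. A gene was counted as differentially expressed at a fold change of at least 2 and an adjusted p under 0.05, the thresholds of the paper. Genes differing between MA9-IL-34 and MA9-c-Kit+ cells were divided into 4 clusters by complete linkage on the Euclidean distance of z-scores over the 9 libraries, and genes higher at both steps were taken from these calls. The test, the filter, the pseudocount, the 31 gene lists, the rule for the genes named, and all alternatives other than those named as added later were chosen before the data were examined.

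Gene lists with at least 4 measured members were tested with camera of limma at a preset correlation of 0.01, and 22 of the 31 lists reached that number. They cover study-selected genes, the MLL-AF9 leukemia stem cell program, S phase, G2/M phase, the spindle assembly checkpoint, DNA damage and replication, CDK inhibitors and quiescence, MYC and ribosome biogenesis, monocytes and macrophages, primary granules, neutrophils, ERK feedback, interferon response, antigen presentation by MHC class II, adhesion and homing, apoptosis, partners of Wnt, YAP and SOX13, glycolysis, cholesterol synthesis, heat shock and dissociation stress, erythroid cells, and eosinophils, basophils and mast cells. The 9 lists that were too small are given with the other observations. The Reactome sets for cell cycle checkpoints and G2/M checkpoints come with fgsea 1.28.0, which also gave the normalized enrichment scores; 125 of 130 and 54 of 56 of their members were matched to genes. The sets named in Fig. 3B for quiescent cells and in Fig. S4 were not available and are not reported here.

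Genes are named by a rule. It takes every mouse gene that the paper names for these cells, and per comparison the 10 differentially expressed genes with the largest rise and the 10 with the largest fall among those with a mean of at least 10 TPM in the higher group and libraries that do not overlap. It also takes up to 4 members per list and comparison with the smallest p past the test, and the 10 genes higher at both steps with the highest mean in MA9-IL-34 cells. Other genes are said to be chosen after their values were seen. The result of 1 gene that the rule takes is not reported here.

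Spearman correlations over the tested genes were 0.9396 to 0.9858 for the 9 pairs of libraries within groups and 0.817 to 0.9421 for the 27 pairs between groups. The replicate numbers were checked for pairing by correlating the deviations from the group means. For MA9-c-Kit- and MA9-c-Kit+ libraries with the same number these correlations were 0.202, 0.239 and 0.443, each the highest for its library. MA9-c-Kit- replicate 1 and MA9-c-Kit+ replicate 2 reached 0.159. These numbers may mark a shared origin, which was not tested. For MA9-IL-34 libraries they were -0.000871, -0.0727 and -0.08 with MA9-c-Kit- and -0.15, -0.279 and -0.0946 with MA9-c-Kit+ libraries. The fit without the pairing is given throughout, and a fit with the replicate number as a block is among the alternatives.

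The procedure was tested on simulated data with 13722 genes. Of 50 genes given a log2 change of 1, 1.5, 2 or 3 in MA9-IL-34 cells, 74%, 82%, 98% and 98% passed an adjusted p under 0.05, without a minimum fold, against MA9-c-Kit+ cells, as did 18 of the 13522 unchanged genes. The changed genes were drawn from those with a mean log2(TPM + 1) above 3, and the noise of each gene was independent. These shares therefore do not cover genes with low values. For groups without any difference, 100 simulations gave the number of genes that 2 comparisons share by their common libraries. The alternatives were no filter, a stricter filter, only the 2 groups compared, the replicate block, each library left out in turn, pseudocounts of 0.1 and 0.5, adjusted p without a minimum fold, the treat test of limma against a fold of 1.5, camera with an estimated correlation, fry, fgsea, average linkage, k-means and no clustering. Median-ratio scaling and removal of mitochondrial genes were added after the data were seen. Tables and figures were made with Python 3.11.15.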

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

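The tests on Xist, on carried-over cells and on handling stress were chosen only after the result was seen.

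MA9-IL-34 cells expressed Xist, the RNA that coats the inactive X chromosome (chromosome X of GRCm38 from 103460366 to 103483254), at a mean of 385 TPM (331 to 453 TPM in the 3 libraries), while no library of the MA9 groups exceeded 0.28 TPM, a contrast between groups in a gene the paper does not discuss. Male donor cells in the MA9 groups are argued against, since the highest of 4 Y-linked genes in those 6 libraries was 0.1 TPM, and female host cells of other blood lineages are argued against too, since their summed markers reached 103.3 TPM at most in MA9-IL-34 libraries against 125.1 to 326.1 TPM in MA9-c-Kit+ libraries. That MA9 cells carry a single X chromosome, or an active one where MA9-IL-34 cells have an inactive one, stays open: of 9 genes that escape X inactivation 6 had a positive log2 fold change against MA9-c-Kit+ cells, the median was 0.271, at percentile 90.4 of 10000 random sets of other X-linked genes, and Eif2s3x (0.59) and Pbdc1 (0.78) passed the test. Host myeloid cells, which the marker lists do not cover, also stay open: the article names MA9-IL-34 cells by a gate on GFP and BFP, which would remove them, but does not give the gate of the RNA samples, and Fn1 and S100a4, abundant in the MA9-c-Kit- cells, were at 2.06 and 0.533 TPM in MA9-IL-34 cells. Equally open are an effect of IL-34 and a difference between the leukemia lines that were infected, which the groups cannot separate. Since the supplement names female mice, a loss of Xist in the MA9 cells is as open as a gain in MA9-IL-34 cells.

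With Xist, 13 genes were at 10 TPM or more in each MA9-IL-34 library and under 1 TPM in each library of the MA9 groups, among them Xlr, Xlr4a, Ces1d and Arhgef38, and, named after their values were seen, AU017674, Col6a3, Cyp2a5, Gal3st1, Lpcat2, Nme9, Rgs5 and Sdk1. The reverse held for 9 genes: Mef2c, Mecom, Hormad2 and Tmem178, and, named after their values were seen, Abcb1b, Afap1l1, Il6st, Serpinf1 and Tmem243.

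Genes of monocytes and macrophages were called lower in MA9-IL-34 than in MA9-c-Kit+ cells, with 9 of 27 members past the test, a call of camera that was lost with an estimated correlation (adjusted p = 0.369). MA9-c-Kit+ replicate 2 alone is argued against as the source, since without it camera still called the list lower (adjusted p = 0.000477, median log2 fold change -0.63). For the 9 members that fell, c-Kit- cells carried over into the MA9-c-Kit+ sort are argued against as the whole source. In each library at least 14 of 20 abundant transcripts of MA9-c-Kit- cells stayed below 0.5 of the share that these members need. That share was a median of 17.9%, 37.2% and 21.4% in the 3 libraries, against 2.79%, 2.92% and 3.68% for the transcripts, though single transcripts reached 23.5%, 44.4% and 24.7%. The 9 members were picked by their fall from MA9-c-Kit+ cells and the 20 transcripts were not, so the gap may be too wide. Members that did not fall were not weighed. An effect of IL-34 and a difference between the leukemia lines both stay open, and neither was tested.

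Genes of ERK feedback were lower in MA9-IL-34 than in MA9-c-Kit+ cells. MA9-c-Kit+ replicate 2 alone is argued against, since the list was called lower without it (adjusted p = 3.7e-05, camera, median log2 fold change -0.99). Handling stress in the MA9-c-Kit+ cells, which induces some of the same early genes, stays open: the stress list had a median of -0.40 and did not pass the test (adjusted p = 0.22, camera). Jun, an early response gene, was its member past the test, and no other measurement decides between handling, an effect of IL-34 and a difference between the leukemia lines.

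Cholesterol synthesis had a median log2 fold change of 0.685 in MA9-IL-34 against MA9-c-Kit+ cells. The genes of eosinophils, basophils and mast cells had a median of 2.14 there, over the 6 of 12 listed genes that were measured. The paper discusses neither.

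With 3 libraries against 3 there are 10 splits of the libraries, too few for a share under 0.05. Every split other than the real one mixes 2 libraries of 1 group with 1 of the other and keeps part of the real difference. That part may give list calls, and the rest adds to the spread, which lowers the gene counts. The other splits therefore do not measure the calls of groups without a difference, for genes or for lists. The number of differentially expressed genes was 993 for MA9-IL-34 against MA9-c-Kit+ cells (highest of the other splits 3), 3297 against MA9-c-Kit- cells (2) and 2033 for MA9-c-Kit+ against MA9-c-Kit- cells (1), and in each case 1 split, the real one, gave as many. The number of lists called was 6, 16 and 10, where the highest of the other splits gave 11, 15 and 14, and 6, 1 and 5 splits gave as many as the real one. For MA9-c-Kit+ and MA9-c-Kit- libraries, 4 splits part the 3 pairs, and the others of these gave at most 1 differentially expressed gene and 14 lists.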

How the results depend on the processing

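Median-ratio scaling and removal of mitochondrial genes were tests chosen only after the data were seen; they changed no count below by more than 1.5 times. Without a minimum fold there were 1772, 6864 and 5252 differentially expressed genes (MA9-IL-34 against MA9-c-Kit+, MA9-IL-34 against MA9-c-Kit-, MA9-c-Kit+ against MA9-c-Kit-), 678 in all 3 comparisons and 263 higher at both steps, as more genes pass with fewer criteria. Of the 5252, 50.4% were higher, against 38.2% in the main count. Of the 6864, 3654 were higher and 3210 lower, where the main count had 1557 higher and 1740 lower. With treat against a fold of 1.5 there were 480 (MA9-IL-34 against MA9-c-Kit+) and 1080 (MA9-c-Kit+ against MA9-c-Kit-, 27.5% higher), 98 in all 3, 239 in the cluster highest in MA9-IL-34 cells and 28 higher at both steps. A pseudocount of 0.1 gave 130 higher at both steps, and the cause was not tested. The replicate block gave 1007, 3319 and 2076 differentially expressed genes, 269 in all 3, 433 in the cluster, 83 higher at both steps and 6, 15 and 10 lists; apoptosis against MA9-c-Kit- cells (adjusted p = 0.0543, camera) was the list it lost, and it changed no Reactome call. Other ways of clustering gave 492 (average linkage on Pearson correlation), 442 (k-means) and 338 genes (no clustering) for the cluster.

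With an estimated correlation, camera called 2, 0 and 0 lists, and the Reactome adjusted p was 0.685 for G2/M checkpoints against MA9-c-Kit+ cells, 0.154 and 0.118 for cell cycle and G2/M checkpoints against MA9-c-Kit- cells, and 0.133 and 0.118 for MA9-c-Kit+ against MA9-c-Kit- cells; the cause was not tested. With no filter, cell cycle checkpoints passed against MA9-c-Kit+ cells (adjusted p = 0.0428, camera; the cause was not tested). fry called 17 lists between MA9-c-Kit+ and MA9-c-Kit- cells, as it tests each list without other genes.

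Leaving out each library in turn gave 633 to 1130, 2833 to 3336 and 1590 to 2216 differentially expressed genes, 183 to 282 in all 3, 239 to 573 in the cluster, 61 to 93 higher at both steps and 5 to 9, 13 to 17 and 10 to 13 lists. The low counts of 633 and of 239 came without MA9-IL-34 replicate 3, with fewer libraries in that group. Without MA9-IL-34 replicate 1, 2 or 3, 65, 68 and 61 genes differed only between MA9-IL-34 and MA9-c-Kit+ cells, against 106 in the main count. Those that differed in both comparisons of MA9-IL-34 cells only were 359, 369 and 328, against 554. Adjusted p (camera) ranged from 0.0723 to 0.893 and 0.00733 to 0.164 for cell cycle and G2/M checkpoints against MA9-c-Kit+ cells, 1.54e-07 to 1.91e-05 and 7.73e-10 to 2.7e-08 against MA9-c-Kit- cells, and 1.34e-08 to 6.93e-06 and 3.31e-10 to 1.34e-07 for MA9-c-Kit+ against MA9-c-Kit- cells.

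For 32 list calls, 280 of 320 other values kept direction and side of the threshold and 40 no longer passed; without single libraries it was 270 and 18 of 288. For 129 calls of named genes it was 1095 and 63 of 1158, and 1029 and 87 of 1116. None of these values reversed. The alternatives for counts were not run here, and unknown depth limits what can be said of genes listed at 0.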

Differences from the paper's values

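Median-ratio scaling and removal of mitochondrial genes were tests chosen only after the data were seen. The paper reports 1572 differentially expressed genes between MA9-IL-34 and MA9-c-Kit+ cells at a fold change of at least 2 and an adjusted p under 0.05. With the same cutoffs applied to limma on log2(TPM + 1), 993 were found. The paper's text does not name the test or the scale of its fold change, so the 2 numbers may rest on unlike measures. Of the alternatives set before the data were examined, the number came within 1.5 times of the paper's without MA9-c-Kit+ replicate 2 (1130), with pseudocounts of 0.1 (1165) and 0.5 (1126) and without a minimum fold (1772). It did not with no filter, a stricter filter, only the 2 groups compared, the replicate block, any other library left out, or treat. Of the alternatives added later, removal of mitochondrial genes (1052) came within that range and median-ratio scaling (985) did not.

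Fig. 3A shows about 480 genes in all 3 comparisons, read by eye, and 257 were found; the pseudocounts of 0.1 (385) and 0.5 (334) and the absence of a minimum fold (678) came within 1.5 times, and no other alternative did, planned or added later. It shows about 180 genes only between MA9-IL-34 and MA9-c-Kit+ cells, read by eye, and 106 were found; leaving out MA9-c-Kit+ replicate 2 (153) came within that range, and no other alternative did. It shows about 140 genes shared only by the comparisons of MA9-c-Kit+ cells with MA9-IL-34 and with MA9-c-Kit- cells, read by eye, and 76 were found; leaving out MA9-c-Kit+ replicate 2 (122), the pseudocount of 0.1 (97) and no minimum fold (192) came within that range, and no other alternative did.

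Fig. 3B shows a normalized enrichment score of about 1.3 for G2/M checkpoints against MA9-c-Kit+ cells, read by eye, and 1.55 was found with the Reactome set. Scores were set against 1 SD of the scores with each library of the comparison left out, which was 0.19 here. That SD is not the sampling error, which may be larger, so a gap beyond it need not be a difference from the paper. The score without MA9-c-Kit+ replicate 1 (1.32), MA9-c-Kit+ replicate 3 (1.32) or MA9-IL-34 replicate 1 (1.46) came within that SD of the paper's score. No other alternative set before the data were examined did. Median-ratio scaling, added later, also came within it (1.47). Against MA9-c-Kit- cells Fig. 3B shows about 1.9 for cell cycle checkpoints, read by eye, where 2.03 was found (SD 0.107). The stricter filter, only the 2 groups compared, and leaving out MA9-c-Kit- replicate 1, MA9-c-Kit- replicate 2 or any MA9-c-Kit+ library came within that SD, and no other alternative set before the data were examined did. Median-ratio scaling, added later, also came within it (1.89). Fig. 3B shows about 1.9 for G2/M checkpoints against MA9-c-Kit- cells, read by eye, where 2.43 was found (SD 0.0709), and no alternative came within that SD. The version of these sets that the paper used is not named in its text.

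The paper states that cell cycle checkpoint genes were enriched in MA9-IL-34 against MA9-c-Kit+ cells. The set did not pass the test here (adjusted p = 0.203, camera, normalized enrichment score 1.02), and it passed with no filter (0.0428) and in none of the other alternatives. The paper takes Ikzf2 from the genes higher at both steps. Here its change from MA9-c-Kit- to MA9-c-Kit+ cells passed the test at a log2 fold change of 0.95 (adjusted p = 0.0051, limma), under the minimum fold, while the ratio of mean TPM was 2.68. Ikzf2 was among the genes higher at both steps with pseudocounts of 0.1 and 0.5, without a minimum fold, and without MA9-c-Kit- replicate 1 or MA9-c-Kit+ replicate 3. The other 4 selected genes, Sox13, Fgl2, Gfi1 and Prom1, were among them, and none of the 5 was with treat. Gfi1 and Prom1 also left with no filter, and Prom1 with only the 2 groups compared and with a pseudocount of 0.1.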

Other observations

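Median-ratio scaling and removal of mitochondrial genes were tests chosen only after the data were seen, and genes outside the naming rule are said to be so. Genes of primary granules were high in both MA9-IL-34 and MA9-c-Kit+ cells. Elane, which encodes neutrophil elastase, was at 5444 ± 1031 TPM in MA9-IL-34 cells, 7444 ± 1399 TPM in MA9-c-Kit+ cells and 995 ± 328 TPM in MA9-c-Kit- cells (SD, n = 3 per group). Of 12 measured members, 10 rose and 1 fell in MA9-IL-34 against MA9-c-Kit- cells (10 and 1 adjusted over the list alone; adjusted p = 8.99e-05, camera, and adjusted p = 0.25 with an estimated correlation), and 3 rose against MA9-c-Kit+ cells, Srgn, Nkg7 and Ctsg (4 and 1 lower adjusted over the list alone; adjusted p of the list 0.22, camera). Hp, a plasma protein that granulocytes store, was the member that fell, named after its value was seen. Among 16 neutrophil genes, Pglyrp1, an antibacterial granule protein, rose against MA9-c-Kit+ cells (log2 fold change 1.55), while the list's median was 0.61, its mean -0.03 and its adjusted p 0.605 (camera; 3 higher and 3 lower adjusted over the list alone). Against MA9-c-Kit- cells 3 of them rose and 6 fell (4 and 7 adjusted over the list alone; adjusted p of the list 0.242, camera).

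Adhesion genes moved apart. Of 24 measured genes of adhesion and homing, Vcam1, Itgam, Itgb2 and, named after its value was seen, Ccr1 rose against MA9-c-Kit+ cells, and Itga1, Itga6 and, named after its value was seen, Itgb7, which are integrin subunits, fell (6 higher and 5 lower adjusted over the list alone; median 0.026, mean -0.0686, adjusted p of the list 0.82, camera). Itga1, which binds collagen, was at 31.3 ± 27.6 TPM in MA9-c-Kit+ cells and 0.127 ± 0.0874 TPM in MA9-IL-34 cells. Against MA9-c-Kit- cells 16 fell and 2 rose (16 and 2 adjusted over the list alone; adjusted p = 0.000745, camera, and adjusted p = 0.413 with an estimated correlation). Of 25 apoptosis genes, Bcl2, which blocks apoptosis, fell to 3.33 ± 1.04 TPM from 22.4 ± 14.9 TPM in MA9-c-Kit+ cells, and Bmf, which promotes it, fell to 2.12 ± 0.641 TPM from 5.24 ± 0.597 TPM. Fas and Bak1 rose, and Diablo, named after its value was seen, fell (2 higher and 3 lower adjusted over the list alone; adjusted p of the list 0.636, camera). Against MA9-c-Kit- cells 9 fell and 2 rose (9 and 2 adjusted over the list alone; adjusted p = 0.0497, camera, and adjusted p = 0.463 with an estimated correlation), a call that was lost without MA9-c-Kit+ replicate 1 (0.0531) or 3 (0.0573), or MA9-IL-34 replicate 1 (0.0504), 2 (0.0587) or 3 (0.0664). It was also lost with no filter (0.127), the stricter filter (0.0584), the replicate block (0.0543) and without mitochondrial genes (0.0698).

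Among 8 measured partners of Wnt, YAP and SOX13, Pax8 rose and Ccnd1, Znrf3 and Ctnnb1 fell against MA9-c-Kit+ cells (1 higher and 3 lower adjusted over the list alone; median 0.19, mean -0.17, adjusted p of the list 0.605, camera). Ctnnb1, which encodes beta-catenin, was at 97.9 ± 3.09 TPM in MA9-IL-34 cells and 147 ± 19.2 TPM in MA9-c-Kit+ cells, a call that was lost without MA9-c-Kit+ replicate 3 or any 1 of the MA9-IL-34 libraries. Against MA9-c-Kit- cells 3 rose and 2 fell (3 and 2 adjusted over the list alone; adjusted p of the list 0.988, camera; median -0.0538, mean 0.0601). Yap1 was at 0.04 TPM or less in every library, and Trim11 was at 47.6 ± 1.19 TPM in MA9-IL-34 and 44.2 ± 5.35 TPM in MA9-c-Kit+ cells. Of 21 glycolysis genes, Slc16a3, Hk1 and Gpi1 rose and Pgk1 fell against MA9-c-Kit+ cells (5 higher and 1 lower adjusted over the list alone; adjusted p of the list 0.22, camera), and 11 rose and 4 fell against MA9-c-Kit- cells (12 and 4 adjusted over the list alone; adjusted p of the list 0.165, camera). Of 20 interferon response genes, Oas2 and Rtp4 rose (2 adjusted over the list alone; adjusted p of the list 0.22, camera), and against MA9-c-Kit- cells 6 rose and 3 fell (6 and 3 adjusted over the list alone; adjusted p of the list 0.462, camera).

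Of 12 genes of antigen presentation by MHC class II, 0 passed the test of limma against MA9-c-Kit+ cells (0 adjusted over the list alone; adjusted p of the list 0.66, camera). Against MA9-c-Kit- cells 6 fell and 1 rose (6 and 1 adjusted over the list alone; adjusted p = 0.0444, camera, and adjusted p = 0.562 with an estimated correlation), a call lost without MA9-c-Kit- replicate 1 (0.108) or 2 (0.197), MA9-c-Kit+ replicate 3 (0.0558), or MA9-IL-34 replicate 1 (0.0504), 2 (0.0529) or 3 (0.0518), and with a pseudocount of 0.1 (0.0505). Of 15 genes of heat shock and dissociation stress, Jun fell against MA9-c-Kit+ cells (0 adjusted over the list alone), and 7 fell and 2 rose against MA9-c-Kit- cells (7 and 2 adjusted over the list alone; adjusted p of the list 0.19, camera). Of 7 erythroid genes, 0 passed the test of limma against MA9-c-Kit+ cells (0 adjusted over the list alone; adjusted p of the list 0.22, camera). Hba-a1 and Hba-a2, the genes of alpha-globin, fell against MA9-c-Kit- cells (2 adjusted over the list alone; adjusted p = 0.0497, camera, and adjusted p = 0.562 with an estimated correlation). That call was lost without any MA9-c-Kit+ (0.063, 0.0651 and 0.0622) or MA9-IL-34 library (0.064, 0.0587 and 0.0613), with the stricter filter (0.0962), with only the 2 groups compared (0.128), with fry (0.0912) and with median-ratio scaling (0.0638). The markers of other blood cells summed to 3029 TPM in MA9-c-Kit- replicate 3, against 225.8 and 229.6 TPM in the other MA9-c-Kit- libraries.

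Between MA9-c-Kit+ and MA9-c-Kit- cells, 32 of 43 S phase genes and 35 of 54 G2/M phase genes rose, 1 of the latter fell, and 20 of 27 monocyte and macrophage genes fell and 2 rose (37 higher, 36 higher and 1 lower, and 22 lower and 2 higher adjusted over the list alone). The lists called were study-selected genes, S phase (adjusted p = 1.92e-10, camera), G2/M phase (6.23e-09), the spindle checkpoint (3.91e-07), DNA damage and replication (3.47e-10), CDK inhibitors and quiescence (6.47e-05, lower), MYC and ribosome biogenesis, monocytes and macrophages (1.42e-08, lower), primary granules (6.47e-05) and adhesion and homing (0.000414, lower). With an estimated correlation the adjusted p was 0.348 for S phase, 0.455 for adhesion and homing and 0.233 for the G2/M phase, spindle, DNA damage, CDK inhibitor, monocyte and primary granule lists. Cell cycle checkpoints and G2/M checkpoints had normalized enrichment scores of 2.27 and 2.66 there (adjusted p = 2.07e-07 and 5.73e-09, camera, and adjusted p = 0.133 and 0.118 with an estimated correlation).

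Among genes the paper names in other experiments, the receptors Ptprz1 and Sdc1 were listed at 0 in all 9 libraries and at a mean of 1.08 ± 0.451 TPM at most, in MA9-c-Kit- cells. Csf1, which encodes M-CSF, was at 1.53 ± 0.510 TPM in MA9-IL-34 cells and did not differ from MA9-c-Kit+ cells (adjusted p = 0.409, limma). P2rx7, a receptor of extracellular ATP, fell in MA9-IL-34 cells to 0.343 ± 0.133 TPM from 6.71 ± 1.18 TPM in MA9-c-Kit+ and 68.0 ± 15.3 TPM in MA9-c-Kit- cells. Mki67, a marker of cycling cells, was at 168 ± 17.2 TPM in MA9-IL-34, 149 ± 15.9 TPM in MA9-c-Kit+ and 119 ± 2.83 TPM in MA9-c-Kit- cells. Il12b was listed at 0 in every library, and Mrc1, Arg1 and Il10 did not reach a mean of 1 TPM in any group.

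The lists with fewer than 4 measured members were not tested: the IL-34 axis (2 of 5 measured), pluripotency factors (3 of 20), M1-associated (2 of 6) and M2-associated genes of the paper (1 of 5), T cells (2 of 14), B cells (3 of 12), NK cells (0 of 8), megakaryocytes and platelets (3 of 9) and stroma and endothelium (3 of 12). Among the libraries, mt-Nd4l, a mitochondrial gene, was listed at 0 in all MA9-c-Kit+ libraries and in MA9-IL-34 replicate 2, and at 107 to 466 TPM in the others.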
